# Antenatal Glucocorticoid Exposure Results in Sex-Specific and Transgenerational Changes in Prefrontal Cortex Gene Transcription that Relate to Behavioural Outcomes

**DOI:** 10.1038/s41598-018-37088-3

**Published:** 2019-01-24

**Authors:** Andrea Constantinof, Vasilis G. Moisiadis, Alisa Kostaki, Moshe Szyf, Stephen G. Matthews

## Abstract

Synthetic glucocorticoids (sGC) are administered to women at risk for pre-term delivery to reduce respiratory distress syndrome in the newborn. The prefrontal cortex (PFC) is important in regulating stress responses and related behaviours and expresses high levels of glucocorticoid receptors (GR). Further, antenatal exposure to sGC results in a hyperactive phenotype in first generation (F_1_) juvenile male and female offspring, as well as F_2_ and F_3_ juvenile females from the paternal lineage. We hypothesized that multiple courses of antenatal sGC modify gene expression in the PFC, that these effects are sex-specific and maintained across multiple generations, and that the gene sets affected relate to modified locomotor activity. We performed RNA sequencing on PFC of F_1_ juvenile males and females, as well as F_2_ and F_3_ juvenile females from the paternal lineage and used regression modelling to relate gene expression and behavior. Antenatal sGC resulted in sex-specific and generation-specific changes in gene expression. Further, the expression of 4 genes (*C9orf116*, *Calb1*, *Glra3*, and *Gpr52*) explained 20–29% of the observed variability in locomotor activity. Antenatal exposure to sGC profoundly influences the developing PFC; effects are evident across multiple generations and may drive altered behavioural phenotypes.

## Introduction

The prefrontal cortex (PFC) is essential for top-down regulation of neuroendocrine and behavioural processes^1,2^. Glutamatergic efferents project from the PFC to forebrain regions that then project GABAergic efferents to the paraventricular nucleus (PVN), decreasing the hypothalamic-pituitary-adrenal (HPA) axis response to stress^2,3^. The PFC is also highly sensitive to environmental stimuli (e.g. stress, sleep, diet), in particular, stimuli present during fetal and/or early postnatal life^4^. For example, antenatal exposure to high levels of glucocorticoids (GCs) programs changes in gene expression in the PFC that persist through adulthood^5^. Furthermore, altered signaling of key pathways in the PFC, such as the GABAergic signaling pathway, have been implicated in many psychiatric disorders that have developmental origins, including Attention Deficit Hyperactivity Disorder (ADHD)^6^, posttraumatic stress disorder (PTSD), major depressive disorder (MDD), and bipolar personality disorder (BPD)^7^. Thus, the PFC is a critical brain region of interest to the study of the impact of fetal exposures.

Antenatal synthetic glucocorticoids (sGC) are administered to women at risk for preterm delivery to decrease the morbidity and mortality in the newborn associated with preterm birth (e.g. respiratory distress syndrome)^8–10^. This life-saving treatment has also been associated with an increased risk of developing stress-related behavioural problems, including anxiety, hyperactivity, and distractibility in children born preterm and children born at term; female children are affected more than male children^11^. sGCs exert their effects by primarily binding to glucocorticoid receptors (GR), which translocate to the nucleus and bind glucocorticoid response element (GRE) regions in the DNA to regulate gene expression^12,13^. The GR is highly expressed in the developing prenatal brain, especially in the PFC^14^. Antenatal sGC exposure alters the expression of genes related to ADHD in the prefrontal cortex of marmoset monkeys^5^, and affects the volume of brain regions involved in regulating behaviour in human infants^15^ and children^16^. In animal studies, we have previously demonstrated that antenatal exposure to sGC results in widespread changes in gene expression in the fetal brain^17^. Further, the effects of sGC exposure on gene expression and behaviour transmit across multiple generations of juvenile offspring in the guinea pig in a sex-specific manner^18^. The strongest effects of sGC, a hyperactive phenotype in an open-field environment, were observed in F_1_ males and three generations of juvenile female offspring from the paternal lineage^18^. Guinea pigs were selected for these studies as this species exhibits similar profiles of fetal neurodevelopment and placentation to the human, in addition to having a long gestation (approximately 69 days), which allows targeting of antenatal treatments to specific phases of development^19,20^.

Understanding the relationship between patterns of gene expression and phenotype provides greater insight into the molecular mechanisms that are affected by prenatal sGC exposure. Here, we investigate the effects of antenatal sGC on the transcriptome in the guinea pig PFC in those animals that displayed increased locomotor activity in the open-field. We hypothesize that the antenatal exposure to sGC programs changes in gene expression patterns in the PFC of three generations of juvenile female guinea pig offspring and first generation juvenile males, and that the effects of sGC exposure on gene expression are associated with the hyperactive locomotor behaviour observed in these animals.

## Results

Animals used for molecular analysis in the present study, were a subset of those where behavioural data (including open-field activity) were presented in a previous publication^18^. Samples were drawn based on RNA availability and quality.

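The female samples were mPFC punches from 24 juvenile guinea pigs at day 40, with 4 control and 4 sGC animals in each of the F_1_, F_2_ and F_3_ generations and 1 library per animal. The pregnant guinea pigs that bore the F_1_ animals had received 3 courses of betamethasone, a synthetic glucocorticoid, at 1 mg/kg, or saline, and the F_2_ and F_3_ animals descended from them through the paternal line. The authors deposited 1 table per generation, which holds whole-number read counts per gene symbol, without normalization. The counts are listed beside the authors' log2 fold changes, p-values and FDR from edgeR's likelihood ratio test. Reads assigned to genes ranged from 13908007 to 16951061 per F_1_ control and from 14686199 to 15831819 per F_1_ sGC animal. The ranges were 12855956 to 14067767 and 12819964 to 17052339 in the F_2_ control and sGC animals, and 14365625 to 17433974 and 14135131 to 19551079 in those of the F_3_ generation. In an exact two-sided permutation test, these totals did not differ between sGC and control animals (n = 4 per group, p = 0.943 in F_1_, 0.429 in F_2_ and 0.686 in F_3_). The counts were fitted again for each generation with edgeR's quasi-likelihood test, after TMM normalization and a filter on genes with low counts, and p-values were adjusted by the method of Benjamini and Hochberg (FDR). Levels of single genes are given as TMM-normalized CPM, counts scaled to the size of each library, as the mean ± SD over the animals of a group. Genes are named by the symbols in the tables, which give no coordinates and no genome build.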

### Gene Expression: Females

In F_1_ female offspring, 1148 genes were significantly differentially expressed in the PFC of animals born to sGC treated mothers compared to controls (Fig. 1A; FDR < 0.05). Of these, 442 genes were significantly up-regulated and 706 genes down-regulated. 

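Of the 11268 genes tested in F_1_ females, 1864 differed between the sGC and control animals at an FDR under 0.05 in edgeR's quasi-likelihood test, and 3858 had an unadjusted p under 0.05. Over all tested genes, all 4 sGC animals lay beyond all 4 controls for 2616, or 23.2%, an arrangement that chance gives for 2.86% of genes. The median absolute log2 fold change of the differing genes was 0.41. With the likelihood ratio test, which the paper names, 2100 genes differed, and 1719 genes were shared by both tests. The number was highest, at 3327 differing genes, when all 4 deposited tables entered a single fit. It was lowest, at 613 genes, when control animal 3 was left out. Requiring an unadjusted p under 0.001 as well left 648 genes.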

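Expression was higher in the sGC animals for 1038 genes and lower for 826, so that 55.7% of the differing genes were up-regulated. This share depended on the scaling, since upper-quartile normalization lowered the fold changes by a median log2 value of -0.04 and gave 803 up-regulated and 1088 down-regulated genes, a share of 42.5%. Among the genes in which every sGC animal lay beyond every control, BPIFA3 and PAPPA2 rose most. BPIFA3 was at 4.69 ± 1.87 CPM (SD, n = 4) in controls and 27.9 ± 12.1 CPM in sGC animals, a log2 fold change of 2.56 (SE 0.34, FDR = 0.00428 from edgeR's quasi-likelihood test), with 1 sGC animal at 46.0 CPM. For PAPPA2, the means were 1.63 ± 1.34 and 6.78 ± 3.01 CPM (log2 fold change 2.02, quasi-likelihood FDR = 0.0308), and its FDR stayed under 0.05 in 2 of the 8 fits that each left out 1 animal. The largest decreases were those of SIX3 and NTS. SIX3, a marker gene of striatal neurons, fell by 3.82 on the log2 scale (SE 0.99, quasi-likelihood FDR = 0.0332), from 21.1 ± 17.4 to 1.52 ± 2.40 CPM, and passed the threshold in 3 of the 8 fits. NTS decreased by 3.24 on the log2 scale (SE 0.53, quasi-likelihood FDR = 0.00721) on 4 to 145 reads per animal.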

GSEA for differentially expressed genes between sGC and control groups revealed enrichment of 322 gene sets (Supplementary Table 1; NES > 1.6, FDR < 0.25); 91 gene sets were positively enriched (i.e. increased expression in sGC vs. control) and 231 gene sets were negatively enriched (i.e. decreased expression in sGC vs. control). In F_2_ offspring, 432 genes were significantly differentially expressed between the sGC and control groups (Fig. 1B; FDR < 0.05), with 255 genes up-regulated and 177 genes down-regulated. 

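In F_2_ females, 31 of 11132 tested genes had an FDR under 0.05 in edgeR's quasi-likelihood test, 17 of them higher and 14 lower in the sGC animals, and 1789 genes had an unadjusted p under 0.05. The smallest FDR was 0.0334. With edgeR's likelihood ratio test, the number was 534 genes, 315 up-regulated and 219 down-regulated, including all 31. This number rested on single animals, since 487 genes passed in the quasi-likelihood fit without sGC animal 2, 245 without control animal 1, and 0 without control animal 2. The genes that rose most while separating the groups were HAPLN2, with a log2 fold change of 1.70 (SE 0.28, quasi-likelihood FDR = 0.0443), and ANLN, with 1.42 (SE 0.17, quasi-likelihood FDR = 0.0334), from 28.8 ± 4.55 CPM in controls to 77.2 ± 19.4 CPM in sGC animals (SD, n = 4). Those that fell most were VWA5B1 (log2 fold change -1.96, quasi-likelihood FDR = 0.0443) and MYL4 (log2 fold change -1.88, quasi-likelihood FDR = 0.0490). Each of these genes passed the threshold in 2 or 3 of the 8 fits that left out 1 animal. Marker genes of oligodendrocytes were also higher as a list in these sGC animals, and cell content was not tested for single genes.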

GSEA revealed 56 enriched gene sets (Supplementary Table 1; NES > 1.6, FDR < 0.25); 53 were positively enriched and 3 negatively enriched; NES > 1.6, FDR < 0.25). 

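In F_3_ females, edgeR's quasi-likelihood test gave 153 genes with an FDR under 0.05 among 11420 tested genes, 122 higher and 31 lower in sGC animals, and 1973 genes with an unadjusted p under 0.05. The likelihood ratio test gave 616 genes, 399 up-regulated and 217 down-regulated. The number was 598 when control animal 1 was left out and 20 when control animal 4 was left out. MYL1 rose from 1.88 ± 0.795 CPM to 7.58 ± 0.911 CPM (SD, n = 4), a log2 fold change of 1.99 (SE 0.24, quasi-likelihood FDR = 0.00918) that passed in all 8 fits with 1 animal left out. APOB rose by a log2 fold change of 2.35 (SE 0.44, quasi-likelihood FDR = 0.0377) on 2 to 32 reads per animal and passed in 2 of these fits.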

In F_3_ offspring, 438 genes were significantly differentially expressed in the sGC group compared to controls (Fig. 1C; P < 0.001, FDR < 0.05), 258 genes were significantly up-regulated and 180 genes down-regulated; NES > 1.6, FDR < 0.25. GSEA identified 162 enriched gene sets, with 116 positively enriched and 46 negatively enriched (Supplementary Table 1; NES > 1.6, FDR < 0.25). 

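No gene had an FDR under 0.05 in all 3 female generations in edgeR's quasi-likelihood test, among 10816 genes tested in all of them. An unadjusted p under 0.05 in all 3 generations was found for 215 genes, against 103.7 expected if the generations were independent, and 157 of these changed in the same direction throughout. With the likelihood ratio test, 30 genes had an FDR under 0.05 in all 3 generations, against 5.23 expected. Of the 22 genes of Fig. 2B, 18 passed in F_1_, 0 in F_2_ and 5 in F_3_ females in the quasi-likelihood test over all genes. Adjusted over the list alone, all 22 passed in each generation, which is not independent evidence because the list was chosen on these animals. Of the 22 genes, 20 changed in the same direction in all 3 generations, 11 lower and 9 higher in sGC animals. Between F_1_ and F_3_ females, 79 genes passed in both generations, against 25.4 expected, and all 79 changed in the same direction. Between F_1_ and F_2_ females, 2 genes passed in both, against 5.14 expected, and 0 of these changed in the same direction. With the likelihood ratio test, 120 genes passed in both F_1_ and F_2_ females, against 97.1 expected, 54 of them in the same direction. For F_1_ and F_3_ females, that test gave 355 genes, against 113.6 expected, 353 of them in the same direction.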

There were 22 genes that significantly differentially expressed in all three generations of female offspring (Fig. 2, FDR < 0.05).

**Figure 1:**
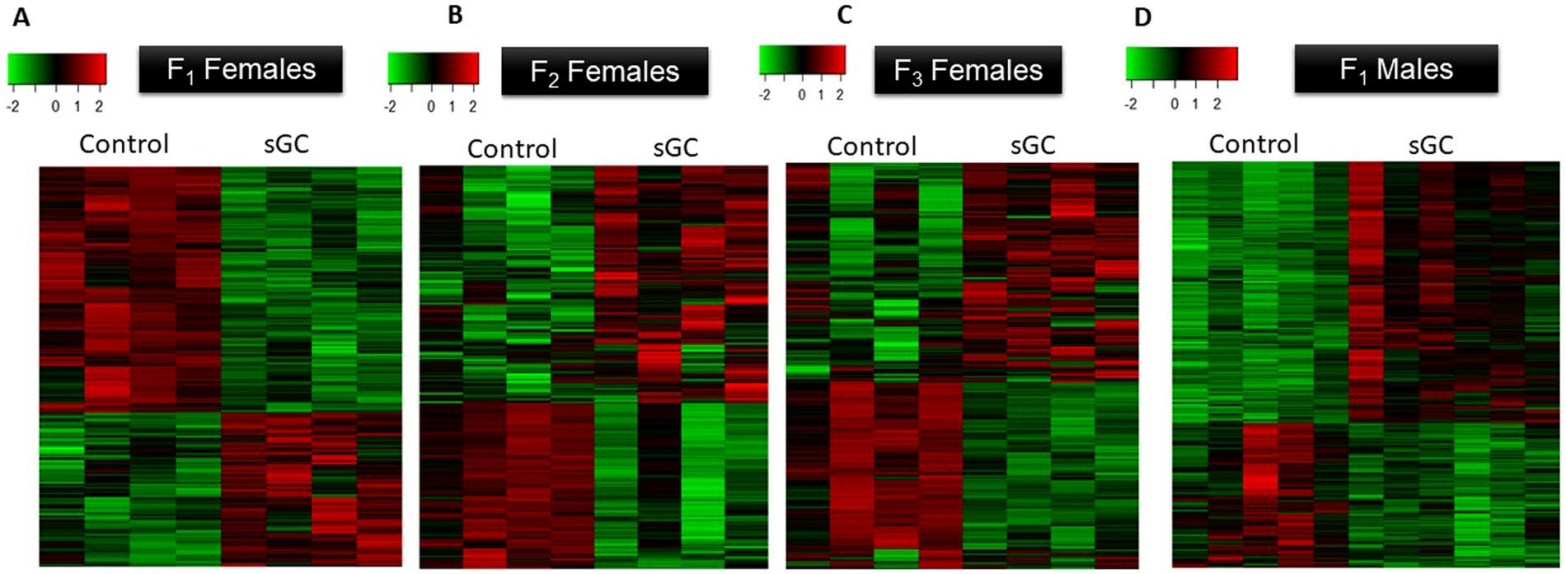
Heat maps of significantly differentially expressed genes in F_1_- F_3_ juvenile female offspring and F_1_ juvenile male offspring (P < 0.001, FDR < 0.05). Each row represents one gene, each column represents one animal. The genes are plotted by Euclidean distance using the complete clustering method. The colours in the heatmap display the gene expression relative to the two groups. A gene with higher counts relative to other samples, is indicated in red, a gene with lower counts is indicated in green. (**A**) In F_1_ juvenile female sGC offspring, 1148 genes were significantly (P < 0.001, FDR < 0.05) differentially expressed relative to Control. Of these, 442 genes were significantly up-regulated, and 706 genes down-regulated. (**B**) In F_2_, 432 genes were significantly (P < 0.001, FDR < 0.05) differentially expressed between Control and sGC, with 255 genes up-regulated and 177 genes down-regulated. (**C**) In F_3_, 438 genes were significantly (P < 0.001, FDR < 0.05) differentially expressed following prenatal sGC. Of these, 258 genes were significantly up-regulated and 180 genes down-regulated. (**D**) In the F_1_ juvenile sGC males, a total of 996 genes were significantly (P < 0.001, FDR < 0.05) differentially expressed. Of those, 354 genes were downregulated, and 642 genes were significantly upregulated.

**Figure 2:**
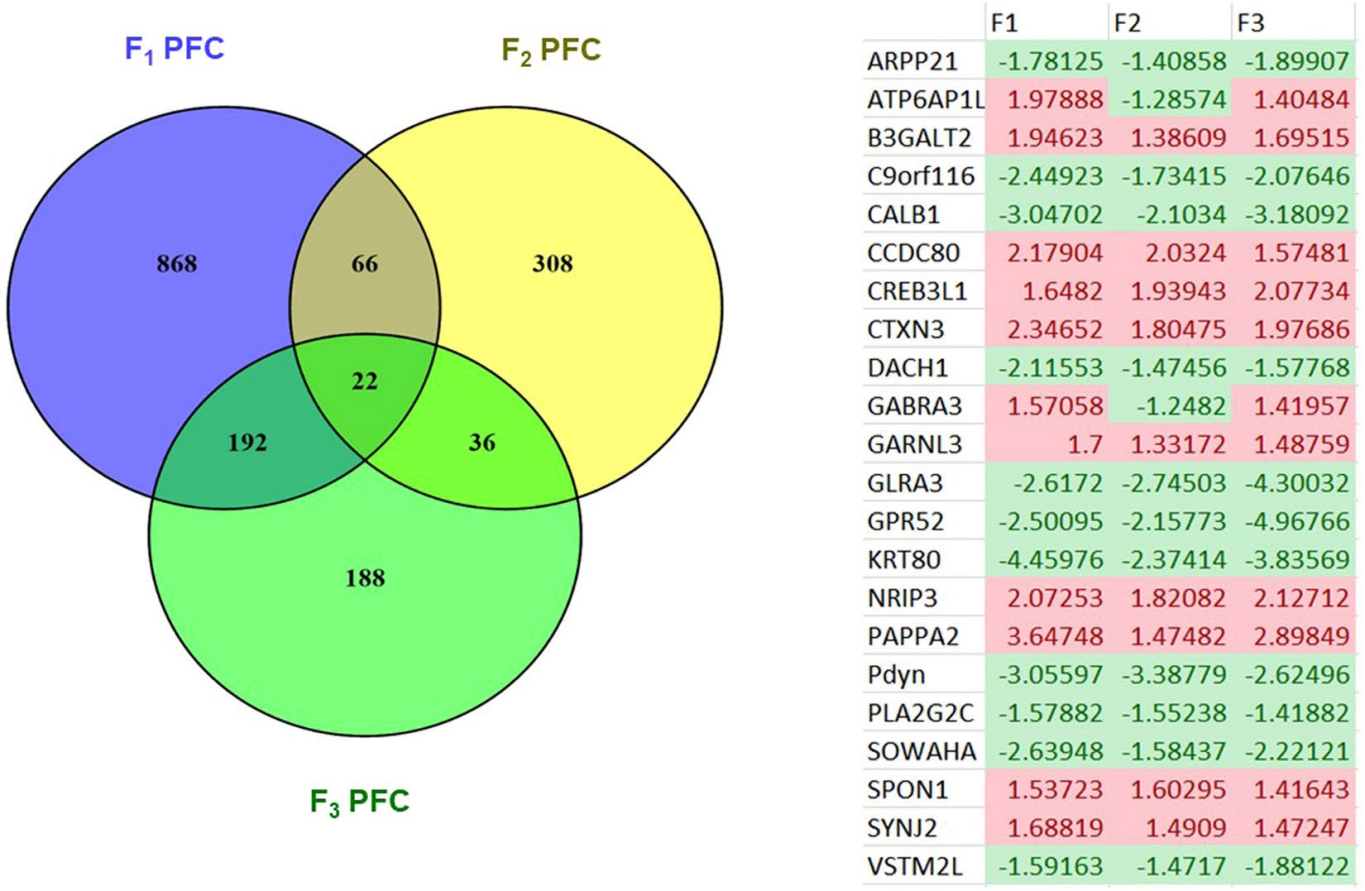
(**A**) Venn diagram illustrating the number of genes that were significantly differentially expressed (P < 0.001, FDR < 0.05) in the PFC from F_1_-F_3_ sGC females and the number of genes that overlap between generations. (**B**) Expression changes of the 22 genes that were differentially expressed (P < 0.001, FDR < 0.05) in all three generations of female offspring. Values indicate the fold-change in gene expression in sGC animals relative to control, colour further indicates the direction of change (green: significantly down-regulated, red: significantly upregulated).

### Gene Expression: Males

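The male samples were mPFC punches from 5 control and 6 sGC juvenile males of the F_1_ generation, which had been exposed as the F_1_ females were. The authors deposited their read counts per gene symbol in a table separate from those of the females. Each control library held 25697953 to 29071514 assigned reads and each sGC library 27009921 to 31763585, and the totals did not differ between the groups (exact two-sided permutation test, n = 5 and 6, p = 0.359). The male libraries were deeper than the female ones, so that smaller changes could pass a threshold. They were fitted in the same way as the female counts.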

In the F_1_ juvenile males, a total of 996 genes were significantly differentially expressed in sGC offspring relative to control (Fig. 1D; FDR < 0.05). Of the differentially expressed genes, 354 were significantly down-regulated and 642 genes were significantly up-regulated. 

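In F_1_ males, 1062 of 11524 tested genes had an FDR under 0.05 in edgeR's quasi-likelihood test, 661 higher and 401 lower in the sGC animals, and 2900 had an unadjusted p under 0.05. All sGC animals lay beyond all controls for 721 of the tested genes, or 6.26%, where chance gives 0.433%. The median absolute log2 fold change of the differing genes was 0.30. Requiring an unadjusted p under 0.001 as well, as the figure legends state, left 587 genes. In the authors' deposited columns, 653 of their 996 genes met that added threshold, so the paper's count rests on the FDR alone. The number at an FDR under 0.05 here lay between 667 and 1613 when 1 animal was left out. The genes with the largest increases that separated the groups were ZFP57 and MAG. ZFP57 was at 26.2 ± 6.62 CPM (SD, n = 5) in controls and 61.7 ± 11.9 CPM (n = 6) in sGC males, a log2 fold change of 1.24 (SE 0.17, quasi-likelihood FDR = 0.00303). MAG, a myelin gene, rose from 308 ± 104 to 650 ± 159 CPM (log2 fold change 1.08, SE 0.22, quasi-likelihood FDR = 0.0101). PCSK5 decreased by 0.74 on the log2 scale (SE 0.13, quasi-likelihood FDR = 0.00534), and all 3 genes passed in all 11 fits with 1 animal left out.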

GSEA identified 157 gene sets that were significantly enriched in F_1_ sGC male offspring compared to controls. 48 gene sets were negatively enriched in the F_1_ sGC male offspring, while 109 pathways were positively enriched (Supplementary Table 1; NES > 1.6, FDR < 0.25).

### Gene Expression: Female vs. Male Comparisons

There were 215 genes that were significantly differentially expressed in the PFC from F_1_ sGC female and male offspring (FDR < 0.05; Supplementary Table 2**;** Fig. 3A). 

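In the quasi-likelihood fits, 249 genes had an FDR under 0.05 in both F_1_ females and F_1_ males, among 11061 genes tested in both, where 173.0 were expected if the lists were independent. The odds ratio was 1.67 (95% confidence interval 1.43 to 1.94, p = 1.9e-10 from Fisher's exact test across genes, which are not independent replicates). These genes made up 9.49% of the genes that passed in either sex, 13.6% of those of the females and 23.8% of those of the males. With the likelihood ratio test, the overlap held 419 genes. It held 100 genes without F_1_ female control animal 3 and 388 without F_1_ female control animal 1. Of the genes in Supplementary Table 2, 214 were tested in both sexes, and all 214 changed here in the direction the paper lists for each sex. Of these, 115 had an FDR under 0.05 in both sexes in the quasi-likelihood test.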

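Among these overlapping genes, 7 were down-regulated in both sexes and 1 was up-regulated in both. With 1 animal left out, the number down-regulated in both lay between 0 (without F_1_ female control animal 4, where 71 had an unadjusted p under 0.05 in both) and 18 (without F_1_ male sGC animal 6). The 7 down-regulated genes, singled out after their values were seen, were 4-Mar, ARPP21, CHST1, KRT80, MESDC1, NECAB2 and PBX3. The symbol 4-Mar appears in the tables in the form of a date, and stands where the supplement lists MARCH4. The strongest decreases were those of KRT80, with log2 fold changes of -2.16 in females (edgeR quasi-likelihood FDR = 0.0333) and -1.49 in males (quasi-likelihood FDR = 0.0393), and of NECAB2, with -0.93 (quasi-likelihood FDR = 0.0353) and -0.86 (quasi-likelihood FDR = 0.0236). The 22 genes listed as down-regulated in both sexes in Supplementary Table 2 had log2 fold changes from -2.16 to -0.54 in females and from -1.88 to -0.29 in males. Of these genes, 15 had a quasi-likelihood FDR under 0.05 in females, 8 in males and 6 in both.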

There were 22 genes that were down-regulated in both male and female offspring whose mothers had been exposed to sGC (Supplementary Table 2**)** and were shown to be significantly enriched for the locomotor behavior pathway by ConsensusPathDB (p < 0.001, FDR < 0.05). The expression of the remaining 193 genes was divergent in males and females (i.e. up in males and down in females, or vice-versa; Fig. 3B). 

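The remaining 241 overlapping genes changed in opposite directions, 117 lower in females and higher in males and 124 higher in females and lower in males. Which of these was larger depended on the processing. They were 151 and 110 with upper-quartile normalization, 222 and 175 with the likelihood ratio test and 300 and 89 in the single fit. With DESeq2 they were 235 and 250, and with RLE normalization 112 and 138. Across all genes tested in both sexes, the log2 fold changes of F_1_ females and F_1_ males had a Pearson's r of -0.33 and a Spearman's rho of -0.40, where genes are not independent replicates. Leaving out 1 animal at a time kept r between -0.38 and -0.21. The paper describes the effects of sGC on PFC transcription as sex-specific, with a small overlap between the sexes, and separately reports genes changed in opposite directions.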

GSEA showed 51 gene sets were enriched in both sGC female and male offspring, however the enrichment occurred in opposite directions in each sex (i.e. increased in males and down in females, or *vice-versa*; NES > 1.6, FDR < 0.25; Supplementary Table 3**)**. Since the sGC offspring in all four groups of sGC animals (F_1_-F_3_ Females and F_1_ males) displayed increased open-field activity, we investigated common genes that were differentially expressed in all four groups. The hypothesis was that despite sex-specific changes in gene expression, there may be genes common to all groups that are associated with the observed open-field activity in these animals. Ten genes: *Arpp21*, *Atp6ap1l*, *C9orf116*, *Calb1*, *Glra3*, *Gpr52*, *Krt80*, *Pdyn*, *Sowaha*, *Vstm2l*, were differentially expressed in all four groups of sGC animals (FDR < 0.05; F_1_-F_3_ Females and F_1_ males; Table 1).

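Over all genes tested, the 10 genes of Table 1 passed an FDR of 0.05 in the quasi-likelihood test in 7 cases in F_1_ females, 0 in F_2_ females, 2 in F_3_ females and 4 in F_1_ males, so that none passed in all 4 groups. Adjusted over the list alone, all 10 passed in each group, which is not independent evidence because the list was chosen on these animals. Among 10725 genes tested in all groups, 79 had an unadjusted p under 0.05 in all 4, against 26.4 expected. With the likelihood ratio test, 9 genes had an FDR under 0.05 in all 4 groups, 7 of them from Table 1. Expression was lower in sGC animals in every group for 9 of the genes, whereas ATP6AP1L was higher in F_1_ and F_3_ females and lower in F_2_ females and F_1_ males. KRT80 fell from 31.6 ± 22.2 to 7.08 ± 3.37 CPM (SD, n = 4) in F_1_ females and from 18.7 ± 7.16 to 4.82 ± 2.21 CPM in F_3_ females (quasi-likelihood FDR = 0.0442). With 1 animal left out, KRT80 passed in 3 of 8 fits in F_1_ females and in 1 of 8 in F_3_ females. The decrease of Pdyn was -1.60 on the log2 scale in F_1_ females (SE 0.40, quasi-likelihood FDR = 0.0309) and -1.63 in F_1_ males (SE 0.53, quasi-likelihood FDR = 0.0695). The mean level of these genes also varied between animals of the same treatment with that of marker genes of the upper cortical layers. From the genes shared by all groups, the paper reasons that some may relate to the open-field activity common to these animals.

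**Figure D1:**
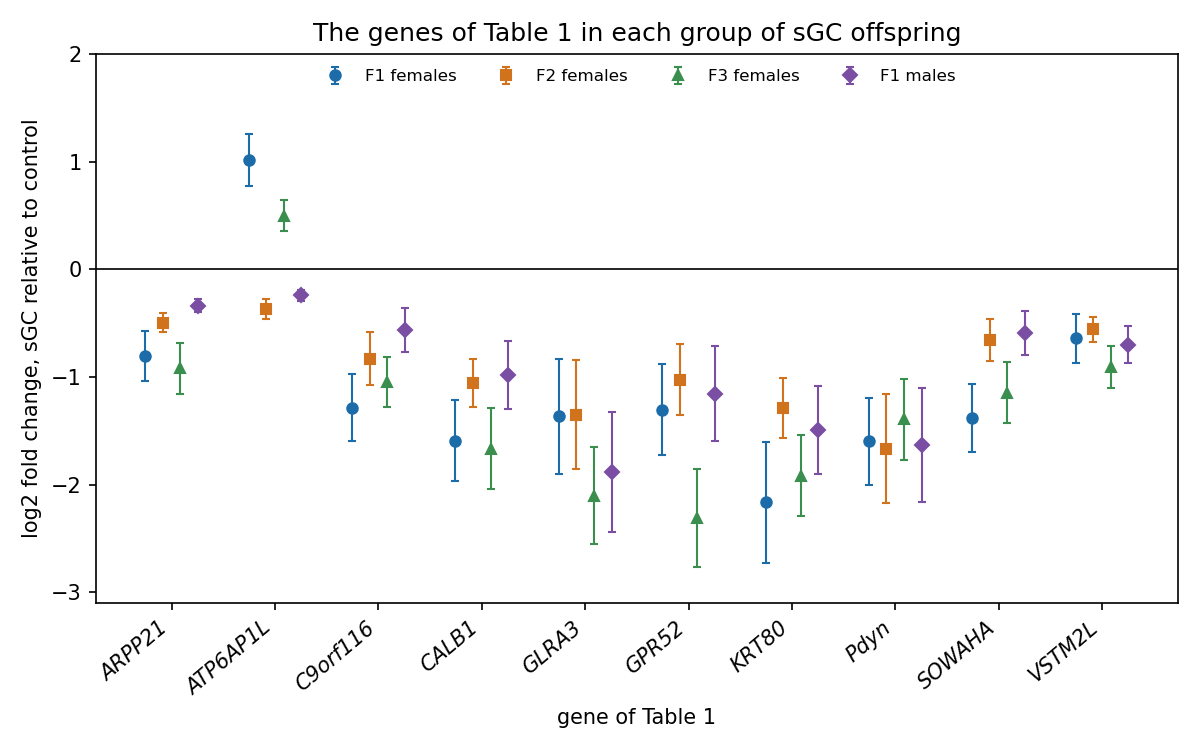
Log2 fold change of sGC relative to control animals for the 10 genes of Table 1 in F_1_, F_2_ and F_3_ females (n = 4 per arm) and F_1_ males (n = 5 and 6), with bars of 1 standard error. Apart from ATP6AP1L, all points lie below 0.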

**Figure 3:**
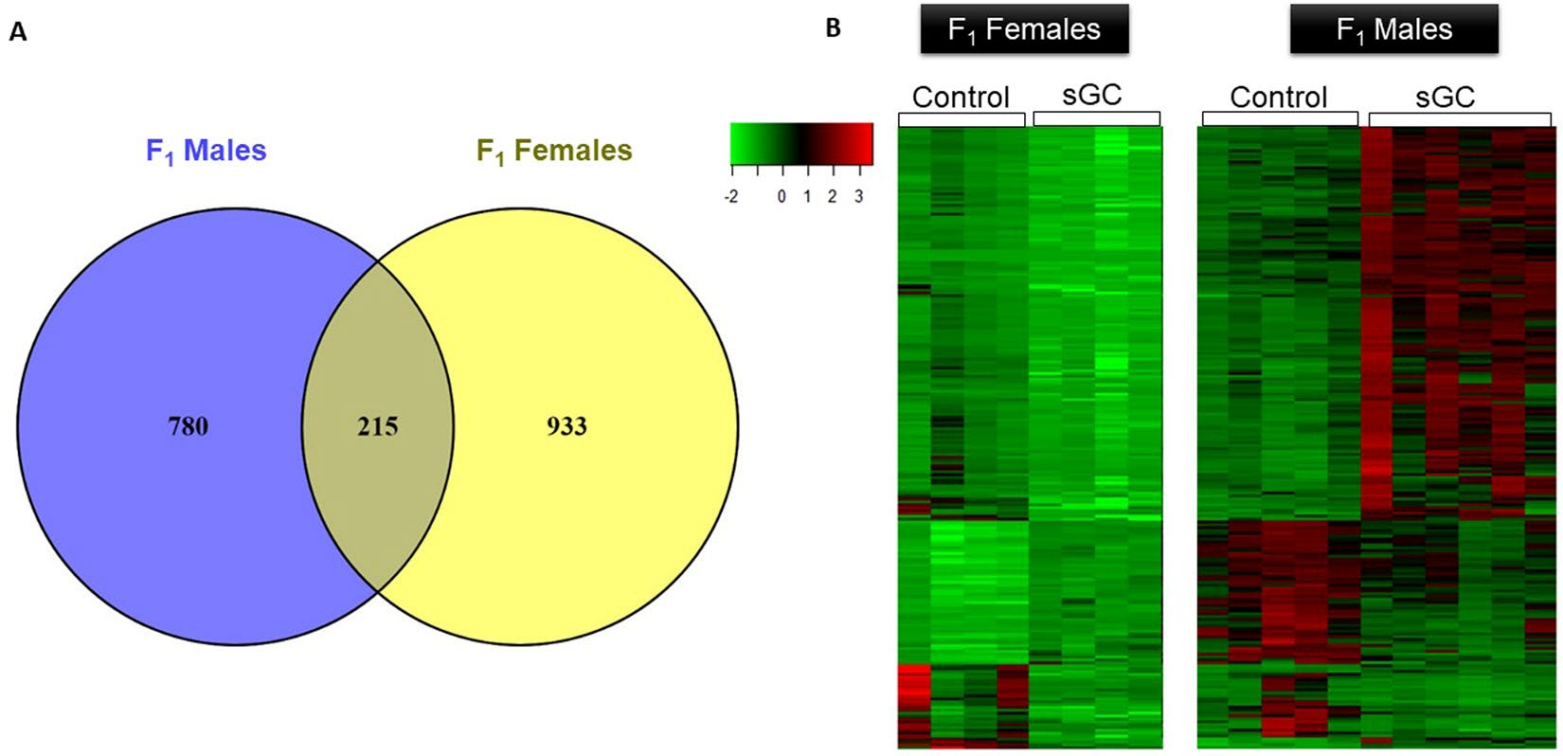
(**A**) Venn diagram illustrating the number of genes that were significantly differentially expressed in the PFC from F_1_ female and F_1_ male sGC offspring and the number of genes that overlap between generations. (**B**) Heatmap of the 215 genes that were differentially expressed in F_1_ female and F_1_ male sGC offspring (P < 0.001, FDR < 0.05). Each row represents one gene, each column represents one animal. Green represents low expression and red represents high expression.

**Table 1:** Expression changes of the 10 genes that are differentially expressed in all four groups of sGC offspring.

Gene	F_1_ Males	F_1_ Females	F_2_ Females	F_3_ Females
*Arpp21*	−1.27	−1.78	−1.41	−1.90
*Atp6ap1l*	−1.18	1.98	−1.29	1.40
*C9orf116*	−1.47	−2.45	−1.73	−2.08
*Calb1*	−1.96	−3.05	−2.10	−3.18
*Glra3*	−3.73	−2.62	−2.75	−4.30
*Gpr52*	−2.28	−2.50	−2.16	−4.97
*Krt80*	−2.78	−4.46	−2.37	−3.84
*Pdyn*	−3.08	−3.06	−3.39	−2.62
*Sowaha*	−1.51	−2.64	−1.58	−2.22
*Vstm2l*	−1.62	−1.59	−1.47	−1.88

Values indicate the fold-change in gene expression in sGC animals relative to control. Positive numbers indicate significantly upregulated expression, negative numbers indicate significantly down-regulated expression.

### Regression Results

Recursive feature selection was used to rank the 10 genes that were differentially expressed in all four groups based on their contribution to the variation in open-field activity (Table 2). Multivariate linear regression was used to model the relationship between gene expression and behavior, with the best model being made with the inclusion of the top four genes *C9orf116*, *Calb1*, *Glra3*, and *Gpr52* from recursive feature selection (Fig. 4; adjusted R^2^ = 0.29, P = 0.006). The prediction model was validated after leave-one-out cross-validation (Supplementary Fig. 1; adjusted R^2^ = 0.20, P = 0.004).

**Table 2:** Gene ranking after recursive feature selection.

Gene	Rank
C9orf116	1
Glra3	2
Gpr52	3
Calb1	4
Krt80	5
Sowaha	6
Pdyn	7
Atp6ap1l	8
Arpp21	9
Vstm2l	10

**Figure 4:**
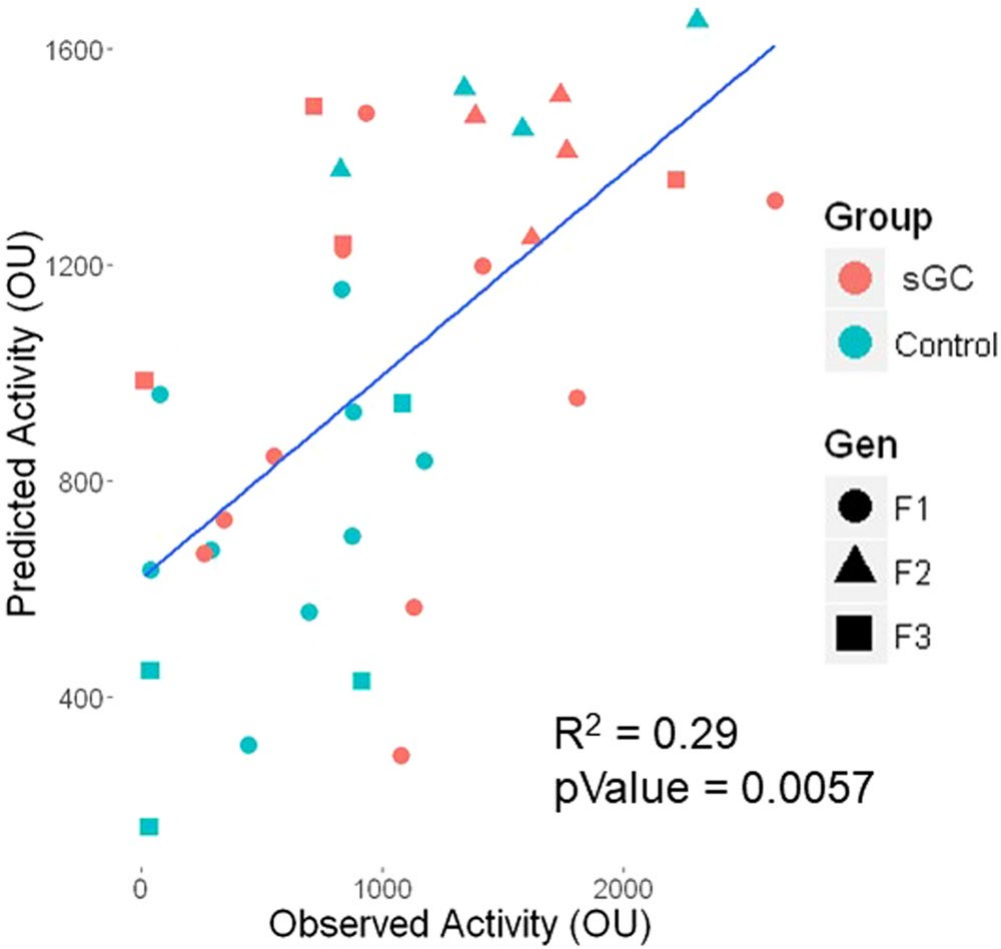
Linear regression of activity predicted from the expression of *C9orf116*, *Calb1*, *Glra3* and *Gpr52* (Predicted Activity (OU)) over experimentally observed activity (Observed Activity (OU)) adjusted R^2^ = 0.29, p-value = 0.0057.

## Discussion

Antenatal exposure to sGC resulted in changes to gene expression in the PFC that persist across three generations of juvenile female offspring derived through the paternal lineage. We previously demonstrated that F_1_-F_3_ female offspring and F_1_ male offspring display a hyperactive phenotype in the open-field test^18^. Here, we observed striking sex-specific effects of sGC on gene transcription in the PFC, with a small overlap (~10%) in the number of genes that were affected by sGC in F_1_ females and males. While 193 genes were differentially expressed in opposite directions, there were 22 genes that were down regulated in both male and female sGC F_1_ offspring, and these genes were enriched for locomotor activity. Furthermore, we identified four differentially expressed genes in F_1_-F_3_ female offspring and F_1_ male offspring that were associated with 20–29% of the open-field activity variability, thereby providing insight into changes in gene expression following sGC that may mediate behavioural outcomes in both male and female offspring.

### Transgenerational Effects of Antenatal sGC and GABAergic Expression Pathways

In F_1_ offspring, the expression of GABAergic signaling genes (*Gabra3a*, *Gad2*)^21^ were significantly altered in the PFC of animals exposed to antenatal sGC. *Gad2*, that encodes glutamic acid decarboxylase was significantly down-regulated in the sGC females, while *Gabra3a*, the primary GABA receptor in PFC neurons, was significantly up-regulated. These changes may indicate that F_1_ female offspring of sGC-treated mothers had decreased GABA neurotransmitter levels, which has previously been shown to result in increased HPA function^22^ and a hyperactive phenotype^23^. Furthermore, the expression of GABAergic signaling genes, *Gabra2* and *Gabra3a* were significantly down-regulated in F_2_ sGC offspring, while *Gabra1* and *Gabra3* were significantly upregulated, with *Gad2* significantly down regulated in F_3_ sGC animals. These data indicate that altered gene expression related to GABAergic signaling persists over multiple generations. 

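In F_1_ females, GAD2 was at 273 ± 38.2 CPM (SD, n = 4) in controls and 178 ± 9.93 CPM in sGC animals, a log2 fold change of -0.62 (SE 0.10, FDR = 0.00721 from edgeR's quasi-likelihood test). The tables hold no symbol Gabra3a, and GABRA3 was read in its place. GABRA3 was at 246 ± 18.8 CPM in controls, with 1 control at 274 CPM and the others at 236 to 237 CPM, and at 393 ± 41.3 CPM in sGC animals, a log2 fold change of 0.68 (SE 0.09, quasi-likelihood FDR = 0.00390). For both genes, every sGC animal lay beyond every control, and the FDR stayed under 0.05 in all 8 fits with 1 animal left out. The log2 fold change of GAD2 then lay between -0.71 and -0.55 and that of GABRA3 between 0.63 and 0.75. From these changes, the paper proposes that F_1_ female sGC offspring had less GABA. Striatal marker genes were also lower in these sGC animals, with a median log2 fold change of -1.58. Leaving out 1 animal cannot address tissue content that differed between the groups, which stays open for GAD2.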

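In F_2_ females, GABRA2 had a log2 fold change of -0.41 (SE 0.11, FDR = 0.0968 from edgeR's quasi-likelihood test and 0.0128 from its likelihood ratio test), with means of 141 ± 20.5 CPM in controls and 107 ± 11.4 CPM in sGC animals (SD, n = 4). GABRA3 fell from 465 ± 31.1 to 371 ± 34.8 CPM, a log2 fold change of -0.32 (SE 0.08, quasi-likelihood FDR = 0.0811, likelihood ratio FDR = 0.0113). In F_3_ females, GABRA3 rose from 177 ± 19.5 to 252 ± 32.6 CPM, a log2 fold change of 0.51 (SE 0.11, quasi-likelihood FDR = 0.0526, likelihood ratio FDR = 0.000812). GAD2 had a log2 fold change of -0.49 in F_3_ females (SE 0.11, quasi-likelihood FDR = 0.0565, likelihood ratio FDR = 0.00142), from 192 ± 26.7 to 136 ± 13.5 CPM. Except for GABRA2, where 3 of the 4 did, every sGC animal lay beyond every control. With 1 animal left out, the quasi-likelihood FDR in F_3_ females lay between 0.0146 (without control animal 1) and 0.165 for GABRA3, which passed in 2 of the 8 fits, and between 0.00830 (without control animal 1) and 0.175 for GAD2, which passed in 1. In F_2_ females it lay between 0.0247 (without sGC animal 2) and 0.253 for GABRA2, which passed in 2 of the 8 fits, and between 0.0661 and 0.266 for GABRA3, which passed in none.

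**Figure D2:**
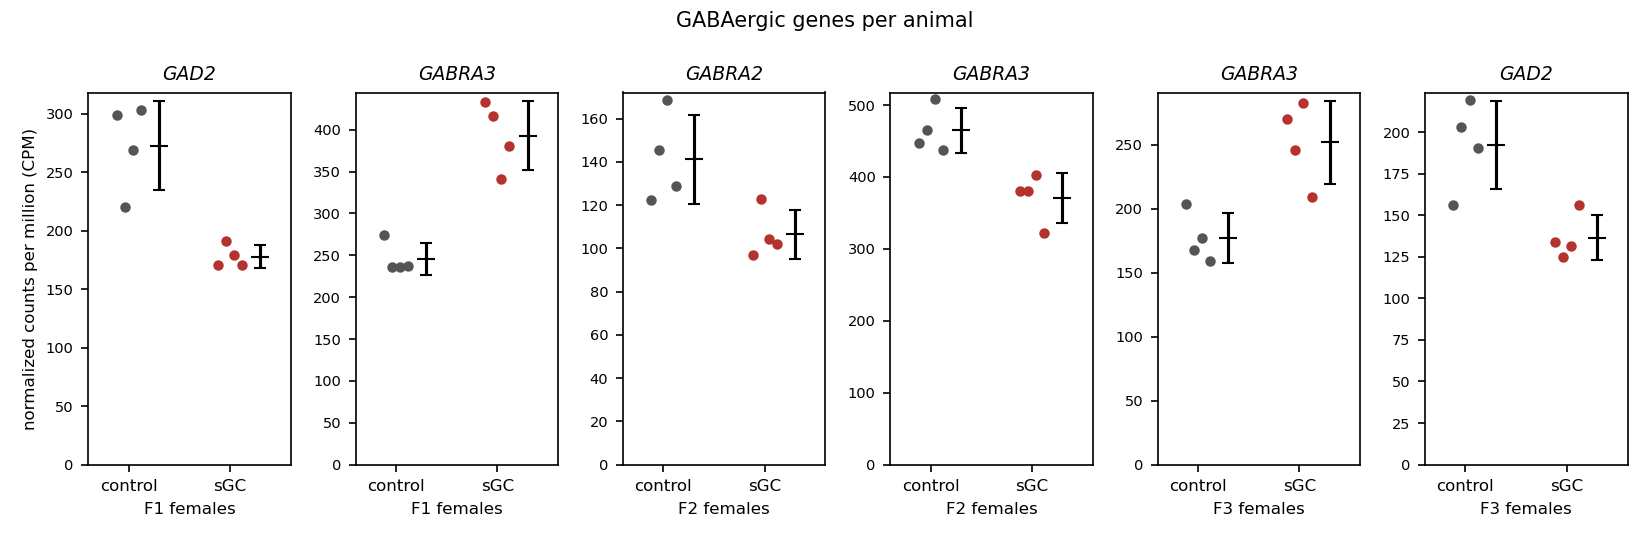
TMM-normalized CPM of GABAergic signaling genes in each control and sGC animal (points, n = 4 per group), with the mean and SD of each group, in F_1_, F_2_ and F_3_ females. GABRA3 is higher in sGC than in control animals in F_1_ and F_3_ females and lower in F_2_ females.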

Altered GABAergic signaling in the PFC has been previously observed in patients with schizophrenia, bipolar disorder, and major depressive disorder^21,24^, and early life exposure to sGC has been linked to development of psychiatric disease^25^. Therefore, the changes in expression for GABAergic genes that we observe following exposure to sGC may be associated with increased risk of psychiatric disease later in life.

### Sex-Specific Effects of Antenatal sGC on PFC Gene Expression: Open-Field Activity

Prenatal exposure to sGC resulted in substantial changes in gene expression in the PFC that extended, at least, up to 50 days after exposure in F_1_ male and female offspring. 

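The difference between groups in the response to sGC was tested as an interaction in edgeR's quasi-likelihood fit, for 4 pairs of groups. Between F_1_ females and F_1_ males, 3569 of 11274 genes had an interaction with an FDR under 0.05, and 92.3% of those with a fold change in both fits changed in opposite directions. When an unadjusted p under 0.001 was required as well, the alternative that moved this number most, 1667 genes remained past the threshold. Between F_1_ and F_2_ females, 1536 of 11166 genes had an interaction, 89.0% of them with opposite directions. Selection for a difference raises these shares. Over all genes tested in both groups, 34.7% changed in the same direction in the 2 sexes and 45.8% in F_1_ and F_2_ females. Between F_1_ and F_3_ females, 11 of 11212 genes had an interaction and 1770 had an unadjusted p under 0.05. Without F_1_ control animal 1, 97 had an interaction. Between F_2_ and F_3_ females, 2 of 11140 genes had an interaction and 1278 had an unadjusted p under 0.05. Without F_3_ control animal 1, 44 had an interaction. The likelihood ratio test gave 1723 interactions between F_1_ and F_2_, 114 between F_1_ and F_3_ and 93 between F_2_ and F_3_ females. DESeq2 gave 1866, 202 and 126, and a replicate block gave 1067, 0 and 9. GABRA3 differed between F_1_ and F_2_ females by an interaction of -1.01 on the log2 scale (SE 0.12, quasi-likelihood FDR = 0.000730). For ATP6AP1L, the interaction between F_1_ and F_2_ females was -1.38 (SE 0.28, quasi-likelihood FDR = 0.00728) and that between the sexes -1.26 (SE 0.23, quasi-likelihood FDR = 0.000595).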

Consistent with previous literature, we observed sex- and generation-specific programming following antenatal sGC exposure^18,26^. All 51 commonly enriched gene sets were affected in the opposite direction in male and female offspring. The gene sets most affected included extracellular ligand-gated ion channel activity (critical for intercellular communication^27^) and synaptic signaling (synapse formation^28^). Both pathways were up-regulated in females, and down-regulated in males. These pathways play a pivotal role in information processing allowing appropriate behavioural responses and adaptation^27,28^. 

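Gene lists were tested here with camera in limma, at a preset correlation of 0.01 between genes, in place of the paper's gene set enrichment analysis. The 43 extracellular ligand-gated ion channel genes tested in F_1_ females had a median log2 fold change of 0.10 (camera FDR = 0.0204), with 28 genes higher and 15 lower in sGC animals. In F_1_ males, the median over 44 genes was -0.16 (camera FDR = 0.000338), with 8 genes higher and 36 lower. The median of the interaction between sex and sGC over these genes was -0.24 on the log2 scale (camera FDR = 0.000636). In females, 9 of these genes had a quasi-likelihood FDR under 0.05 over all genes and 12 when adjusted over the list alone, and in males 6 and 16. For 33 synaptic vesicle release genes, standing in for synaptic signaling, the median was 0.44 in F_1_ females (camera FDR = 9.4e-10) and -0.05 in F_1_ males (camera FDR = 0.0443), with an interaction of -0.58 (camera FDR = 6.6e-08). Of these genes, 20 passed in females over all genes and 22 when adjusted over the list alone, and in males 3 and 4. All of these calls held under fry, a rotation test, except that of the synaptic list in males (fry FDR = 0.126). None held under camera with the correlation estimated from the data, where the FDR of the ligand-gated list was 0.377 in females and 0.314 in males. At the preset correlation, camera called 8 lists in F_1_ females, and at least as many in 15 of the 35 splits of these animals, the real one included. For the interaction it was 34 of the 100 splits drawn. With 1 animal left out, the ligand-gated list kept its call in females in 7 of 8 fits, with a highest FDR of 0.0601. Marker genes of neurons also rose as a list in F_1_ females (median log2 fold change 0.53), and those of astrocytes (-0.28) and microglia (-0.47) fell. The interaction between sex and sGC had a median of -0.49 for the neuron list. Camera compared each list with all other genes, not with neuronal genes alone. A differing neuron share of the punches therefore cannot be told apart from a change in these pathways.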

Since these pathways were enriched in opposite directions in males and females, it is possible that simply perturbing these pathways is sufficient to produce a hyperactive phenotype. Conversely, enrichment of these pathways may not play a significant role in the observed hyperactive phenotype^18^, and further detailed investigation is required.

Greater insight regarding the relationship between gene expression and behaviour may come from the genes that were significantly differentially expressed in both male and female sGC offspring. Of the 215 genes that were differentially expressed in both male and female offspring, 193 were expressed in opposite directions, but there were 22 genes that were significantly down-regulated in both sGC male and female F_1_ offspring, and these genes were enriched for the locomotor behaviour pathway. These findings suggest that despite the major sex-specific differences in gene expression, the hyperactive phenotype observed in both males and females may be mediated by the same transcriptional pathways in both sexes.

### Transgenerational Effects of Antenatal sGC: Molecular and Behavioural Correlations

Since all three generations of sGC females and F_1_ males displayed increased open field activity, we investigated changes in gene expression that occurred in all four groups of sGC offspring to identify genes related to the behavioural phenotype. There were 10 genes (*Arpp21*, *Atp6ap1l*, *C9orf116*, *Calb1*, *Glra3*, *Gpr52*, *Krt80*, *Pdyn*, *Sowaha*, *Vstm2l*) significantly differentially expressed in all three generations of female offspring and in the F_1_ males. It is important to note that the expression of these 10 genes was not altered in the PVN of the same female offspring following antenatal sGC exposure^18^, indicating region-specific effects. Feature selection analysis and multivariate linear regression analysis suggest that the expression of four of these genes, Chromosome 9 Open Reading Frame 116 (*C9orf116*), Calbindin 1 (*Calb1*), Glycine Receptor Alpha 3 (*Glra3*), and G Protein-Coupled Receptor 52 (*Gpr52*), are involved in the hyperactive behavioural phenotype observed in the sGC-exposed offspring lineage. The expression of these genes was significantly decreased in all four groups of sGC animals. 

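In the quasi-likelihood test, C9orf116 had log2 fold changes of -1.29 in F_1_ females, -0.83 in F_2_ females, -1.05 in F_3_ females and -0.57 in F_1_ males, and an FDR under 0.05 only in F_1_ females (0.0271 in edgeR's quasi-likelihood test). It was at 4.41 ± 1.41 CPM in F_1_ female controls and 1.81 ± 0.568 CPM in sGC animals (SD, n = 4), with 1 sGC animal at 0.969 CPM. CALB1 fell by log2 fold changes of -1.59, -1.05, -1.67 and -0.98 in the same order and passed in F_1_ females (quasi-likelihood FDR = 0.0246), where the means were 96.0 ± 52.1 and 31.9 ± 4.78 CPM. In F_2_ females, 1 CALB1 control stood at 27.8 CPM beside a control mean of 43.7 ± 10.8 CPM. GLRA3 had log2 fold changes of -1.37, -1.35, -2.10 and -1.88, on 4 to 120 reads per animal, and passed in none of the groups, with quasi-likelihood FDRs of 0.105, 0.224, 0.0563 and 0.0510. For GPR52, the changes were -1.30, -1.02, -2.31 and -1.16, and only that in F_3_ females passed (quasi-likelihood FDR = 0.0466), from 7.94 ± 4.29 to 1.56 ± 0.453 CPM. These calls were sensitive to single animals, since CALB1 passed in 4 of the 8 fits with 1 F_1_ female left out, C9orf116 in 4 and GPR52 in F_3_ females in 1 of 8, the fit without control animal 1.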

While these genes have not been previously studied in the context of antenatal sGC exposure and locomotor activity, each gene plays an essential role in processes that are integral to governing locomotor behaviour.

*C9orf116* expression is directly regulated by p53, and *C9orf116* knockdown down-regulates proapoptotic genes, implicating a role in apoptosis^29^. Reduced expression of genes involved in apoptosis has previously been observed in isolation-reared rats that displayed a hyperactive phenotype in the open-field, and may be related to changes in apoptotic levels that alter neural plasticity in the PFC^30^.

Calb1 is a high-affinity calcium buffer/sensor in pyramidal, nonpyramidal, and GABAergic interneurons in the PFC^31^. *Calb1* has a protective effect against neuronal injury from excess Ca^2+^ exposure^32^. *Calb1* is regulated by estrogen and androgens, creating sex-specific differences in its expression^31^. Antenatal sGC exposure decreases *Calb1* expression in the basolateral amygdala^33^ and *Calb1* expression is decreased in rats weaned in isolation, resulting in decreased exploratory behaviour^34^. *Calb1* knock-out animals display decreased expression of GABAergic signaling genes (previously linked to hyperactive phenotype^23^), which is consistent with the changes observed in the sGC offspring in the present study. Therefore, *Calb1* expression has been shown to be affected by antenatal sGC and altered expression has been shown to influence open-field activity. The observed decrease in *Calb1* expression in the sGC offspring may influence open-field activity through GABAergic interactions.

Gpr52 is an orphan g-protein coupled receptor that is expressed exclusively in the brain^35^. *Gpr52* knock-out has anxiolytic effects on behaviour in mice^36^. In humans, *GPR52* expression profiles overlap with the distribution of D1 dopamine receptors in the PFC, and it is thought that the expression of Gpr52 influences locomotor activity through activation of the dopamine receptor D1 (DRD1) and N-methyl-D-aspartate (NMDA) receptors in the PFC through intracellular cAMP accumulation^36,37^. Of note, *Drd1* expression is significantly down-regulated in F_1_ sGC females, and significantly upregulated in F_2_ sGC females, while expression of *Grin2a*, which encodes for the NMDA receptor, is significantly upregulated in F_3_ sGC females, which may present a plausible mechanism by which the decreased *Gpr52* expression observed in the sGC offspring influences open-field activity.

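In F_1_ females, DRD1 was at 88.1 ± 31.2 CPM in controls and 52.3 ± 10.1 CPM in sGC animals (SD, n = 4), a log2 fold change of -0.75 (SE 0.24) with an FDR of 0.0596 from edgeR's quasi-likelihood test and 0.0176 from its likelihood ratio test. Striatal marker genes were also lower in these sGC animals. In F_2_ females, DRD1 rose from 19.9 ± 2.26 to 38.8 ± 9.38 CPM, a log2 fold change of 0.96 (SE 0.16, quasi-likelihood FDR = 0.0443) that passed in 2 of the 8 fits with 1 animal left out. The interaction between these generations was 1.71 on the log2 scale (SE 0.32, quasi-likelihood FDR = 0.00503). GRIN2A in F_3_ females rose from 106 ± 15.3 to 147 ± 14.9 CPM, a log2 fold change of 0.47 (SE 0.11, quasi-likelihood FDR = 0.0665, likelihood ratio FDR = 0.00258), with every sGC animal above every control. With 1 animal left out, the quasi-likelihood FDR of DRD1 in F_1_ females lay between 0.0376 (without control animal 2) and 0.140 and that of GRIN2A in F_3_ females between 0.0382 (without control animal 3) and 0.180, and each passed in 1 of the 8 fits.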

Glycine receptors, such as Glra3 play a fundamental role in mediating inhibitory neurotransmission throughout the central nervous system^38^. Glycine receptor knock-out animals show increased locomotor activity in the open-field when stimulated with low levels of ethanol^39^. This may occur due to neuronal disinhibition from reduced effects of ethanol on glycine receptors^39^. The decreased *Glra3* expression in the sGC animals may increase neuronal disinhibition, and play a role in the increased open-field activity observed in the sGC-exposed offspring lineage^18^.

The reduced expression of these four genes, selected from recursive feature selection analyses, explained between 20–29% of the variability in hyperactive behaviour observed in F_1_ males and F_1_-F_3_ juvenile female offspring. While altered expression of these genes has previously been shown to influence locomotor activity, future experiments are required to investigate the specific mechanisms by which decreased expression of *Calb1*, *Glra3*, *Gpr52*, *C9orf116* in the PFC alter open-field activity in the context of antenatal sGC exposure. Though changes in gene expression in the PFC can provide some insight into the sources of variability contributing to increased open-field activity, 70–80% of the variability remains to be explained. The PFC has glutamatergic efferents that directly connect to the ventral tegmental area (VTA) and the nucleus accumbens (Nac), which have been connected to locomotor activity^40^. It is possible that dysregulated gene expression in the PFC has downstream effects in other brain regions that contribute to the hyperactive phenotype observed in the sGC offspring and merit further investigation. It is also possible that gene expression changes in the PFC and behaviours are independent and may be a result of parallel downstream effects of sGC, though given the pivotal role that the PFC plays in behaviour, this would appear unlikely.

These findings demonstrate paternal transmission of the effects of antenatal sGC over three generations of female offspring, yet the mechanism of transmission has yet to be elucidated. We have shown that antenatal sGC exposure results in a complex pattern of effects that are dynamic and dependent on sex, age, generation, brain region, and parental line of transmission^18^, which is consistent with other instances of transgenerational transmission^41^. Unique to the present study is the identification of select genes that are consistently altered across all four groups of sGC offspring and relate to a hyperactive phenotype. These findings may indicate that PFC signaling plays a critical role in propagating the effects of antenatal sGC.

## Conclusion

We have demonstrated transgenerational changes in gene expression that relate to the behavioural phenotypes observed in the juvenile offspring. Antenatal exposure to sGC resulted in a pattern of gene expression in the PFC consistent with reduced GABAergic signaling in F_1_-F_3_ offspring. 

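As a list, the GABA signalling genes had a median log2 fold change of 0.03 over 17 genes in F_1_ females (camera FDR = 0.595), with 9 genes higher and 8 lower in sGC animals. The median was -0.12 over 18 genes in F_2_ females (camera FDR = 0.00411), with 14 lower, and -0.11 in F_3_ females (camera FDR = 0.503), with 10 lower. In F_1_ males it was -0.21 (camera FDR = 1.4e-06), and all 18 genes were lower. Only the call in males held under fry (fry FDR = 0.00760, against 0.0983 in F_2_ females), and neither held with an estimated correlation. The number of genes with a quasi-likelihood FDR under 0.05 over all genes was 7 in F_1_, 0 in F_2_ and 0 in F_3_ females and 5 in males. Adjusted over the list alone, it was 10, 4, 6 and 11. Of the 22 genes of this list, 4 are ones the paper names from these animals.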

As disruption of GABAergic signaling is common in major psychiatric diseases, and as sGC exposure is associated with increased risk for developing psychiatric disease^25^, this pattern of gene expression may provide a mechanism by which antenatal sGC exposure contributes to psychiatric vulnerability. Despite observing major sex- and generation-specific differences in the effects of sGC on gene expression, we identified four genes that may contribute to 20–29% of the variability in locomotor activity in F_1_ sGC males and all three generations of sGC female offspring. These findings demonstrate that multiple courses of antenatal sGC result in permanent changes in gene expression that likely alter phenotype over three generations. Follow-up studies in human cohorts are imperative to ascertain the long-term effects of sGC on neural development.

## Materials and Methods

### Animals

Pregnant guinea pigs received 3 courses of the sGC betamethasone (sGC; 1 mg/kg) or saline control in late gestation, as previously described^18^. The dose of sGC used is comparable to that administered to pregnant women at risk of preterm delivery (~0.25 mg/kg) as the glucocorticoid receptor (GR) in guinea pigs has a 4-fold lower affinity for sGC^42^. First (F_1_) and second (F_2_) generation male offspring were mated with non-experimental females to generate F_2_ and F_3_ offspring, as previously described^18^. Total locomotor activity in the open-field test (open-field activity; OFA) was measured in female and male offspring on postnatal day 19, and brains were collected at day 40, as previously reported^18^. The locomotor activity in the open-field, of the animals used for molecular analysis in the present study, was presented previously^18^. The right frontal cortex from the F_1_ males and F_1_-F_3_ paternal line females were cryosectioned at −20 °C. 1.0 mm diameter punches (Harvard Apparatus Inc., Holliston, MA, USA) of the mPFC cingulate cortex area 1 and infralimbic cortex were taken from F_1_ (Control; n = 4, sGC; n = 4), F_2_ (Control; n = 4, sGC; n = 4), and F_3_ (Control; n = 4, sGC; n = 4) females and F_1_ males (Control; n = 5, sGC; n = 6) as previously reported^18^. Only one animal of each sex from each litter was used in the molecular analysis of female offspring. Animals for RNA-seq analysis were selected based on the availability of sufficient high-quality RNA. All protocols were approved by the Animal Care Committee at the University of Toronto in accordance with the Canadian Council on Animal Care.

### RNA Sequencing

RNA was extracted from punches using the AllPrep Universal Kit (Qiagen, Ontario, Canada) and RNA quality was determined by Bioanalyzer (RNA 6000 Pico LabChip, Applied Biosystems, Ontario, Canada); all RNA samples RIN ≥ 7. mRNA library preparation was performed using Illumina TruSeq V2 mRNA enrichment using standard protocols. High-throughput sequencing were performed on an Illumina HiSeq2500 sequencing system using standard run, following the protocol recommended by Illumina for sequencing mRNA samples. Sequencing was undertaken for each biological replicate at 1 × 51 bp (Donnelly Centre for Cellular and Biomolecular Research; Toronto, Canada). RNA-seq results were analyzed, as previously described^18^. Briefly, differential gene expression was assessed using EdgeR’s (version 3.12.1)^43,44^ general linear model likelihood ratio test and FDR-corrected *p* < 0.05 was considered significant. qPCR validation correlated 93% with RNAseq findings (Supplementary Fig. 2). Genotype permutations (1000) were computed in Broad Institute’s Gene Set Enrichment Analysis (GSEA)^45,46^ to determine FDR, nominal p- value, and normalized enrichment score (NES) of each gene set. Gene sets with FDR ≤ 0.25, p ≤ 0.01, and NES ≥ 1.6 met significance thresholds^18^. While GSEA provides insight into how the expression of genes from an individual pathway are altered, over-representation analysis indicates whether there are more genes in a set that are related to an individual pathway than would be expected by chance. ConsensusPathDB was used to perform over-representation analysis of significantly differentially expressed genes^47^; enrichment with a p-value < 0.001, FDR < 0.05 was considered significant. qRT-PCR validations were run using cDNA that was made by SensiFAST cDNA synthesis kit (Bioline, London, England). qRT-PCR was run in triplicate (SensiFAST SYBER Hi-ROX 20 μl reaction, Bioline) and quantified by a CFX96 Real-Time System (Bio-Rad). Expression of target mRNA (Supplementary Table 4) relative to *Gapdh* housekeeping gene was assessed using the 2^−ΔΔct^ method.

### Behavioural and Molecular Correlations

To identify genes that are associated with locomotor activity, recursive feature selection^48^ was performed on the normalized gene expression counts for the genes that were significantly differentially expressed in F_1_ sGC males, and in all 3 generations of sGC female animals. First, the expression of all the genes were fitted in a linear regression to predict open field activity. The coefficients of each gene were used to rank the genes from highest contribution to open field activity to lowest. The gene with the lowest contribution to open-field activity was removed, and the remaining genes were fitted in a new linear regression to predict open-field activity. This process was repeated until all the genes were ranked in order of contribution (or importance) to open-field activity^48^. The expression values for the top four feature selected genes (*C9orf116*, *Calb1*, *Glra3*, and *Gpr52*) were input into a multiple regression to predict open-field activity, and the coefficient of determination was calculated. The model was validated using leave-one-out cross validation.

## Supplementary information

Supplementary Information

Supplementary Table 1

Supplementary Table 3

## Data Availability

All sequencing data can be found under GEO submission ID: GSE107415. Computer code available upon request.

# Supplementary material for: Antenatal Glucocorticoid Exposure Results in Sex-Specific and Transgenerational Changes in Prefrontal Cortex Gene Transcription that Relate to Behavioural Outcomes
**Source:** Sci Rep. 2019 Jan 24;9:764. doi: 10.1038/s41598-018-37088-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Antenatal glucocorticoid exposure results in sex-specific and transgenerational changes in prefrontal cortex gene transcription that relate to behavioural outcomes**

Constantinof A, Moisiadis VG, Kostaki A, Szyf M, Matthews SG

## Supplementary Figures

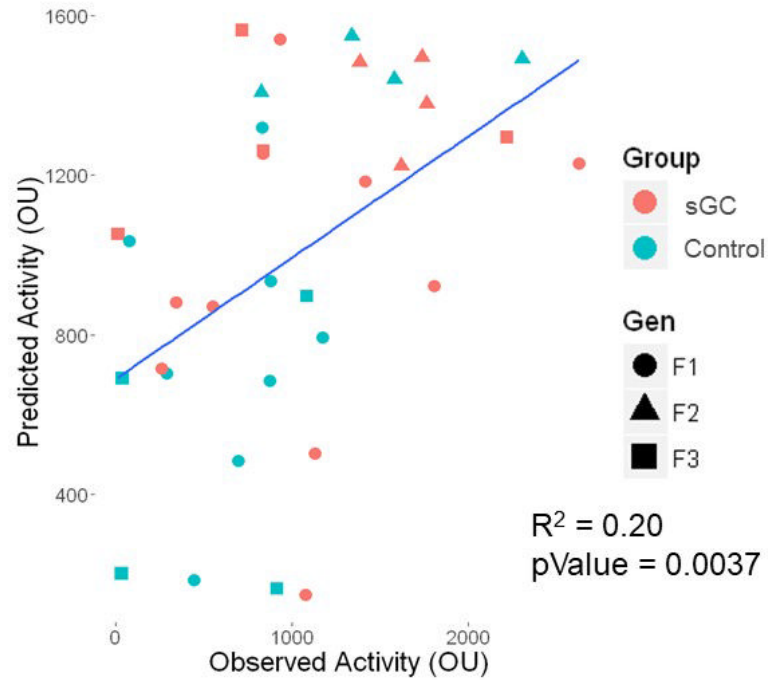

**Supplementary Figure 1.** Linear regression of activity predicted from the expression of *C9orf116*, *Calb1*, *Gla3* and *Gpr52* using leave-one-out cross-validation (Predicted Activity (OU)) over experimentally observed activity (Observed Activity (OU)) adjusted R<sup>2</sup>= 0.20, pvalue = 0.0037.

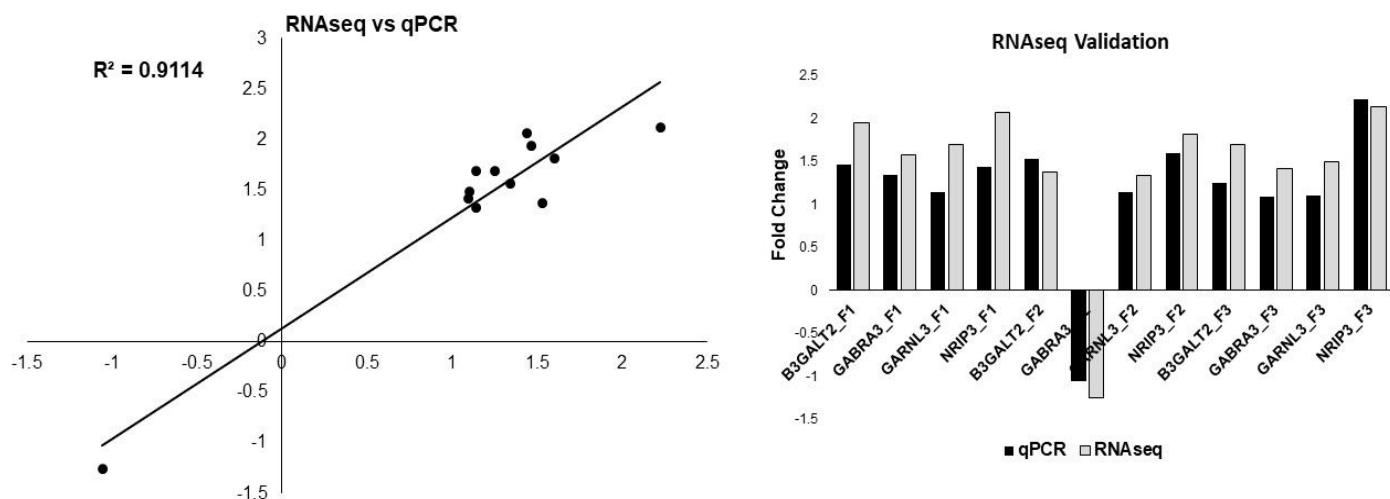

**Supplementary Figure 2.** qRT-PCR validation of RNA-seq results. A) Correlation of sequencing data to qPCR data (each point represents one gene):  $R^2=0.9114$ . B) Comparison of fold-change (from control) in expression observed from RNA-seq (grey bars) and qPCR (solid bars).

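The RNA-seq values behind this comparison were read for B3GALT2, GARNL3 and NRIP3, since those of GABRA3 are given with the GABAergic signaling genes. In F_1_ females, B3GALT2 rose from 58.9 ± 9.51 to 117 ± 20.7 CPM (SD, n = 4), a log2 fold change of 0.99 (SE 0.15, edgeR quasi-likelihood FDR = 0.00622). GARNL3 rose from 65.6 ± 4.68 to 114 ± 14.8 CPM (log2 fold change 0.79, SE 0.10, quasi-likelihood FDR = 0.00390), and NRIP3 from 534 ± 107 to 1127 ± 291 CPM (log2 fold change 1.08, SE 0.19, quasi-likelihood FDR = 0.0103). These calls held in all 8 fits with 1 animal left out. In F_2_ females, the log2 fold changes were 0.47 for B3GALT2, 0.41 for GARNL3 and 0.86 for NRIP3, with quasi-likelihood FDRs of 0.0838, 0.0642 and 0.0518. In that generation, 1 B3GALT2 control was at 66.9 CPM beside a control mean of 76.1 ± 6.21 CPM. In F_3_ females they were 0.76, 0.57 and 1.09, with quasi-likelihood FDRs of 0.0734, 0.135 and 0.0498. The likelihood ratio test gave FDRs in the F_2_ and F_3_ generations from 0.000148 for NRIP3 to 0.0342 for GARNL3, both in F_3_ females.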

## Supplementary Tables

**Supplementary Table 2:** Expression changes of the 215 genes that are differentially expressed in F1 male and female offspring. Values indicate the fold change in gene expression in sGC animals relative to control, color further indicates the direction of change (green: significantly down-regulated, red: significantly upregulated).

| Gene     | F <sub>1</sub> Females | F <sub>1</sub> Males |
|----------|------------------------|----------------------|
| MARCH4   | -1.49                  | -1.42                |
| ANKRD63  | -2.61                  | -1.34                |
| ARPP21   | -1.78                  | -1.27                |
| C9orf116 | -2.45                  | -1.47                |
| CALB1    | -3.05                  | -1.96                |
| CAMK1G   | -1.52                  | -1.22                |
| EDAR     | -1.64                  | -1.87                |
| ESR2     | -1.94                  | -1.45                |
| GLRA3    | -2.62                  | -3.73                |
| GPR52    | -2.50                  | -2.28                |
| KRT80    | -4.46                  | -2.78                |
| MCOLN3   | -2.65                  | -2.02                |
| MESDC1   | -1.91                  | -1.25                |
| NECAB2   | -1.94                  | -1.82                |
| NHS      | -1.47                  | -1.32                |
| PBX3     | -1.49                  | -1.45                |
| Pdyn     | -3.06                  | -3.08                |
| PLPPR1   | -1.92                  | -1.37                |
| SOWAHA   | -2.64                  | -1.51                |
| SYTL5    | -3.43                  | -1.57                |
| VSTM2L   | -1.59                  | -1.62                |
| ZBTB7C   | -1.68                  | -1.40                |
| ABHD3    | -1.49                  | 1.48                 |
| ACKR3    | -1.67                  | 1.38                 |
| ACSF2    | -1.41                  | 1.21                 |
| ADAM17   | -1.43                  | 1.46                 |
| ADAMTS4  | -1.90                  | 1.93                 |
| ALDH7A1  | -1.37                  | 1.15                 |
| APRT     | -1.34                  | 1.20                 |
| ARHGEF37 | -1.53                  | 1.59                 |
| BBOX1    | -1.76                  | 1.48                 |
| BCHE     | -1.69                  | 1.47                 |
| BGN      | -1.54                  | 1.29                 |
| BMP1     | -1.65                  | 1.21                 |

|                 |       |      |
|-----------------|-------|------|
| <b>C3orf70</b>  | -1.49 | 1.24 |
| <b>CA5B</b>     | -1.47 | 1.32 |
| <b>CARHSP1</b>  | -2.49 | 1.19 |
| <b>Cat</b>      | -1.43 | 1.15 |
| <b>CCDC153</b>  | -1.88 | 1.76 |
| <b>CCDC88C</b>  | -2.33 | 1.30 |
| <b>CD48</b>     | -1.64 | 1.37 |
| <b>CD74</b>     | -1.33 | 1.28 |
| <b>CD82</b>     | -1.65 | 1.47 |
| <b>CDC42EP2</b> | -1.73 | 1.19 |
| <b>CDK2AP2</b>  | -1.55 | 1.21 |
| <b>CDK5RAP2</b> | -1.53 | 1.45 |
| <b>CFD</b>      | -1.81 | 1.32 |
| <b>CHN2</b>     | -2.32 | 1.28 |
| <b>CHST3</b>    | -1.64 | 1.29 |
| <b>CHST4</b>    | -2.00 | 1.69 |
| <b>CLIC4</b>    | -1.48 | 1.42 |
| <b>CMTM5</b>    | -1.54 | 1.56 |
| <b>CNN2</b>     | -1.54 | 1.27 |
| <b>COL5A3</b>   | -3.03 | 1.98 |
| <b>COL9A3</b>   | -1.63 | 1.27 |
| <b>CREB3L2</b>  | -1.50 | 1.43 |
| <b>CTDSP1</b>   | -1.44 | 1.27 |
| <b>CTDSP2</b>   | -1.35 | 1.16 |
| <b>CTNNA1</b>   | -1.36 | 1.29 |
| <b>DHRS3</b>    | -1.73 | 1.28 |
| <b>DOCK10</b>   | -1.72 | 1.62 |
| <b>DOCK2</b>    | -1.60 | 1.66 |
| <b>ECEL1</b>    | -2.28 | 1.35 |
| <b>EDNRB</b>    | -2.03 | 1.37 |
| <b>EFS</b>      | -1.60 | 1.47 |
| <b>ELOVL5</b>   | -1.32 | 1.25 |
| <b>FADS2</b>    | -1.30 | 1.17 |
| <b>FAM173A</b>  | -1.57 | 1.30 |
| <b>FAM189A2</b> | -1.70 | 1.41 |
| <b>FAM222A</b>  | -1.94 | 1.42 |
| <b>FAM53B</b>   | -1.57 | 1.40 |
| <b>FEN1</b>     | -1.40 | 1.14 |
| <b>FLNB</b>     | -1.52 | 1.21 |
| <b>FRMD8</b>    | -1.63 | 1.37 |
| <b>GFAP</b>     | -2.19 | 1.66 |
| <b>GNG7</b>     | -3.03 | 1.43 |
| <b>GPAM</b>     | -1.32 | 1.18 |

|          |       |      |
|----------|-------|------|
| GPR17    | -1.54 | 1.24 |
| GPR37L1  | -1.41 | 1.37 |
| GPR84    | -1.64 | 1.42 |
| GPRC5B   | -1.50 | 1.38 |
| GPRC5C   | -1.71 | 1.61 |
| HDAC1    | -1.44 | 1.21 |
| HEPACAM  | -1.43 | 1.36 |
| HMGB2    | -2.06 | 1.39 |
| HN1L     | -1.51 | 1.46 |
| HPS5     | -1.55 | 1.35 |
| IGFBP7   | -1.35 | 1.22 |
| INPPL1   | -1.49 | 1.22 |
| IQCK     | -1.46 | 1.37 |
| ITGB2    | -1.53 | 1.33 |
| JOSD2    | -1.47 | 1.40 |
| KANK1    | -1.84 | 1.43 |
| KAT2B    | -1.68 | 1.31 |
| KCNJ10   | -1.40 | 1.28 |
| KIAA1755 | -2.07 | 1.83 |
| KIF1C    | -1.46 | 1.33 |
| LAMA2    | -2.31 | 1.41 |
| LAPTM5   | -1.44 | 1.20 |
| LGALS1   | -1.85 | 1.69 |
| LIMS2    | -1.54 | 1.24 |
| LIPE     | -1.78 | 1.89 |
| LIPK     | -1.77 | 1.97 |
| LPAR1    | -1.67 | 1.58 |
| LRP10    | -1.53 | 1.34 |
| LRRC1    | -1.90 | 1.63 |
| MARCKSL1 | -1.43 | 1.21 |
| MEGF10   | -1.38 | 1.20 |
| MOB3B    | -1.66 | 1.45 |
| MOG      | -1.84 | 2.00 |
| MSTN     | -2.01 | 1.75 |
| NFE2L2   | -1.41 | 1.31 |
| NKX2-2   | -1.81 | 1.41 |
| NOD2     | -1.71 | 1.34 |
| NOTCH1   | -1.47 | 1.25 |
| NPC2     | -1.38 | 1.20 |
| OLIG2    | -1.72 | 1.45 |
| P2RX7    | -1.53 | 1.64 |
| P2RY2    | -1.90 | 1.56 |
| PARVB    | -1.74 | 1.32 |

|                 |       |      |
|-----------------|-------|------|
| <b>PDK4</b>     | -1.76 | 1.77 |
| <b>PHGDH</b>    | -1.44 | 1.22 |
| <b>PHLDB1</b>   | -1.78 | 1.62 |
| <b>PIK3R3</b>   | -1.40 | 1.26 |
| <b>PLB1</b>     | -2.24 | 1.89 |
| <b>PLEKHA7</b>  | -1.48 | 1.26 |
| <b>PLEKHH2</b>  | -1.70 | 1.57 |
| <b>PLPP2</b>    | -1.80 | 1.85 |
| <b>PLXNB3</b>   | -1.81 | 1.59 |
| <b>PON2</b>     | -1.42 | 1.25 |
| <b>PRIMA1</b>   | -2.50 | 1.39 |
| <b>PTGDS</b>    | -1.49 | 1.33 |
| <b>PXN</b>      | -1.43 | 1.20 |
| <b>RAB7B</b>    | -1.87 | 1.85 |
| <b>RAPGEF3</b>  | -1.53 | 1.46 |
| <b>RASSF4</b>   | -2.12 | 1.59 |
| <b>RFTN2</b>    | -1.60 | 1.26 |
| <b>RGS3</b>     | -1.68 | 1.50 |
| <b>RHOC</b>     | -1.53 | 1.28 |
| <b>SASH3</b>    | -1.55 | 1.26 |
| <b>SFT2D2</b>   | -1.49 | 1.23 |
| <b>SGK2</b>     | -2.02 | 1.92 |
| <b>SLC25A13</b> | -1.67 | 1.27 |
| <b>SOX10</b>    | -1.69 | 1.70 |
| <b>SOX8</b>     | -1.65 | 1.36 |
| <b>SREBF1</b>   | -1.61 | 1.25 |
| <b>SYNGR2</b>   | -1.51 | 1.45 |
| <b>TFEB</b>     | -1.57 | 1.55 |
| <b>TMCC3</b>    | -1.55 | 1.36 |
| <b>TMEM200B</b> | -4.50 | 2.05 |
| <b>TMEM98</b>   | -1.64 | 1.27 |
| <b>TMPRSS5</b>  | -2.47 | 1.58 |
| <b>TNFAIP6</b>  | -1.65 | 1.44 |
| <b>TNS3</b>     | -1.47 | 1.36 |
| <b>TP53BP2</b>  | -1.49 | 1.30 |
| <b>TRPV3</b>    | -1.99 | 1.91 |
| <b>TSC22D4</b>  | -1.51 | 1.39 |
| <b>TST</b>      | -1.89 | 1.29 |
| <b>VAT1</b>     | -1.47 | 1.32 |
| <b>WASF2</b>    | -1.40 | 1.23 |
| <b>WFIKKN2</b>  | -1.75 | 1.63 |
| <b>WIPF1</b>    | -1.78 | 1.52 |
| <b>Ybx1</b>     | -1.44 | 1.19 |

|          |       |       |
|----------|-------|-------|
| ZCCHC24  | -1.51 | 1.46  |
| ZFP57    | -1.98 | 2.34  |
| ATP6AP1L | 1.98  | -1.18 |
| ATP6V1A  | 1.36  | -1.17 |
| BPIFB6   | 2.65  | -1.46 |
| C1QL3    | 2.26  | -1.69 |
| CD247    | 2.37  | -1.75 |
| COL8A1   | 2.01  | -1.27 |
| CREG2    | 1.40  | -1.19 |
| CRIM1    | 1.42  | -1.20 |
| DEPDC1   | 2.07  | -1.57 |
| DGKG     | 1.41  | -1.16 |
| DOC2A    | 1.44  | -1.38 |
| DOK7     | 1.87  | -1.29 |
| DPP10    | 1.55  | -1.15 |
| EFR3A    | 1.44  | -1.21 |
| FAM160A1 | 2.93  | -1.26 |
| FAM81A   | 1.64  | -1.13 |
| FILIP1   | 1.42  | -1.34 |
| GPRC5A   | 2.04  | -1.54 |
| GRM2     | 1.93  | -1.32 |
| HDC      | 1.49  | -1.51 |
| HECW1    | 1.82  | -1.25 |
| Hpgd     | 2.43  | -1.49 |
| IPCEF1   | 2.00  | -1.24 |
| KIAA2022 | 1.36  | -1.35 |
| LIPM     | 2.07  | -1.57 |
| LMO4     | 1.48  | -1.18 |
| MEF2C    | 1.88  | -1.30 |
| NELL2    | 1.44  | -1.13 |
| NWD2     | 1.84  | -1.61 |
| OPCML    | 1.58  | -1.22 |
| PCSK5    | 1.72  | -1.68 |
| PGM2L1   | 1.84  | -1.32 |
| PLCH1    | 1.75  | -1.23 |
| PPFIA2   | 1.41  | -1.36 |
| PZP      | 1.82  | -1.57 |
| RAPGEFL1 | 1.56  | -1.16 |
| RBM44    | 1.75  | -1.43 |
| REPS2    | 1.32  | -1.19 |
| RIMBP2   | 1.45  | -1.31 |
| SCN2A    | 1.42  | -1.19 |
| SDR16C5  | 1.93  | -1.42 |

|                |      |       |
|----------------|------|-------|
| <b>SH3GL2</b>  | 1.61 | -1.18 |
| <b>SLA</b>     | 2.40 | -1.26 |
| <b>SLC39A6</b> | 1.30 | -1.17 |
| <b>SMOC2</b>   | 1.70 | -1.41 |
| <b>SYN2</b>    | 1.61 | -1.26 |
| <b>SYT17</b>   | 1.61 | -1.43 |
| <b>THRB</b>    | 1.68 | -1.23 |
| <b>TRAF5</b>   | 1.41 | -1.39 |
| <b>XKR4</b>    | 1.68 | -1.24 |

**Supplementary Table 4:** qRT-PCR Primer Pairs. Forward and reverse primer pairs used for qRT-PCR in the mPFC.

|                       | <b>Forward</b>        | <b>Reverse</b>       |
|-----------------------|-----------------------|----------------------|
| <b><i>Garnl3</i></b>  | CGTGCCTGAATCCAGTCTCTT | TTTGTGGGGCTGTAGGGAAG |
| <b><i>Gabra3</i></b>  | CTGGCGCTTGGTTTCTCCAG  | TCCAGGGAGGATGGTCAACA |
| <b><i>Nrip3</i></b>   | CTGGGCTCGTCTAAGGACAC  | TCCAGCACACTGGCAAGAAA |
| <b><i>B3galt2</i></b> | TGCCAGGTAGAGCTGGATTC  | TGTTTGGGGCCTCAGTGTTT |
| <b><i>Gapdh</i></b>   | TGTACTGGAGGTCAATGAAGG | GTCGGAGTGAACGGATTTG  |

How the deposited data were processed for this re-analysis (not part of the article)

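RNA from mPFC punches of 35 juvenile guinea pigs had been sequenced by the authors, 8 females in each of the F_1_, F_2_ and F_3_ generations (4 control and 4 sGC) and 11 F_1_ males (5 control and 6 sGC), with 1 library per animal. For each of these 4 groups, the authors deposited a table of whole-number read counts per gene symbol, without normalization. The paper's text does not name the aligner, the read counter, the genome build or the filter that left the genes listed. The authors also deposited, in the same tables, their log2 fold changes and mean log2 CPM from edgeR. The likelihood ratio statistic beside them is a score that the authors computed with edgeR's general linear model. The p-value and FDR columns, likewise deposited by the authors, come from that test of sGC against control animals. These columns of the authors were used here only to compare their calls with those made from the counts.

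Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total count 15), library sizes were normalized by TMM, and sGC and control animals were compared within each table with the quasi-likelihood test. The p-values were adjusted by the method of Benjamini and Hochberg and genes with an FDR under 0.05 were counted. The quasi-likelihood test was preferred to the likelihood ratio test named in the paper because it allows for the uncertainty of the dispersion estimate, and the likelihood ratio test was run as an alternative. Overlaps between groups were counted among genes tested in all of them, beside the number expected from independent lists. Differences in the response to sGC between groups were tested as interactions, for 4 pairs of groups. Log2 fold changes were correlated across genes for 6 pairs of groups. Levels were not compared across tables, except where stated, because the tables were counted separately.

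Gene lists, 20 in number, were written from general knowledge of marker and pathway genes before any value was seen. They were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation as alternatives. Genes were named by a rule set at the same time. It covers every gene the paper names by its expression in these animals, and in each group the 2 genes that rose most and the 2 that fell most among those with an FDR under 0.05 in which every sGC animal lay beyond every control. A gene named outside this rule is said to be so. Results of some genes are not reported here.

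Alternatives were the likelihood ratio test, DESeq2, RLE and upper-quartile normalization, no filter on low counts, a filter of CPM above 1, a replicate block, a single fit of all 8 conditions, an added threshold of an unadjusted p under 0.001, and the omission of each animal in turn. The methods were tested on simulated data with the library sizes of these animals. The quasi-likelihood test found 97.5%, 98.0%, 97.4% and 99.5% of the changed genes in the F_1_, F_2_ and F_3_ female and F_1_ male designs, and the interaction test found 92.8%. In these 4 designs, the simulated genes that rose had median log2 fold changes of 1.00, 1.02, 0.99 and 1.00. The differing genes had smaller median absolute changes, such as 0.41 in F_1_ females and 0.30 in F_1_ males. The percentages therefore do not give the share of such smaller changes that would be found. With no simulated change, the quasi-likelihood test made 0 calls in each design. Every simulated gene of a design had the same dispersion and varied independently of the others. Neither the percentages nor the 0 calls therefore carry over to genes that vary more or move together between animals.

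Library totals ranged from 12819964 to 31763585 assigned reads. The 10 most abundant genes took between 3.02% and 4.77% of the reads of a library. Whether reads are shared between paralogs or overlapping genes cannot be read from the tables. Gene set enrichment, open-field activity and qPCR values were not analysed here.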

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

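Counts of splits of the animals and the alternatives were set before the data were examined, whereas the tests of tissue content, sequencing depth and symbol levels in this part were chosen only after the results they concern had been seen.

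Single animals stood apart from the others of their group in 7 of 154 groups of values examined, where 7.7 are expected by chance from Dixon's test. GABRA3 was at 274 CPM in F_1_ female control 1 against 236 to 237 CPM in the other controls, and B3GALT2 was at 66.9 CPM in F_2_ female control 4 against 78.6 to 80.3 CPM. C9orf116 was at 0.969 CPM in F_1_ female sGC animal 3 against 1.95 to 2.20 CPM, and CALB1 was at 27.8 CPM in F_2_ female control 1 against 46.8 to 50.7 CPM. In F_1_ female sGC animal 4, KRT80 was at 12.1 CPM against 4.99 to 5.73 CPM and BPIFA3 at 46.0 CPM against 20.8 to 23.2 CPM. The library of F_1_ male control 1 held 25697953 assigned reads, the fewest of the male controls. As many such values arise by chance, and no biological explanation was tested.

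The response to sGC differed between F_1_ females and F_1_ males for 3569 genes in edgeR's quasi-likelihood test of the interaction. In 1 of the 100 splits drawn, the real one, were as many genes found, and the next highest number was 1127. Sex and deposited table are the same division here, so a difference in counting between the tables was examined. Among 10427 symbols at a similar level in both tables, 30.8% had an interaction, which argues against counting on other gene models as the whole cause. They make up most of the 11274 symbols, so the share of 31.7% over all symbols is close by construction. The remaining symbols were not counted apart. After the male counts were thinned to the female depth, 3366 genes had an interaction, 3258 of them among the 3569, and 969 genes differed in males, which argues against the deeper male libraries. A difference in oligodendrocyte content between punches cannot be told apart from the response, since changes predicted from slopes on these genes within treatments had an r of 0.237 with the interaction across genes, which are not independent replicates. Slopes come from few animals per treatment and keep this open. Sex itself stays open as a biological explanation and was not tested apart from the table.

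Between F_1_ and F_2_ females, 1536 genes had an interaction, and 1 of the 100 splits drawn, the real one, reached this number, with 1257 in the next. Between F_1_ and F_3_ females it was 11 genes, reached in 4 of the 100 splits, with up to 78. Between F_2_ and F_3_ females it was 2 genes, reached in 4 of the 100 splits, with up to 325. These small numbers rest on single animals, with 97 genes without F_1_ control 1 and 44 without F_3_ control 1, respectively. Among genes named, ATP6AP1L differed by -1.26 on the log2 scale between the sexes and by -1.38 between F_1_ and F_2_ females, GABRA3 by -1.01 and DRD1 by 1.71 between F_1_ and F_2_ females. Each of these interactions kept its FDR under 0.05 in every fit that left out 1 animal. Among 10450 symbols at a similar level in the F_1_ and F_2_ female tables, 12.5% had an interaction, which argues against counting on other gene models as the whole cause there. They make up most of the 11166 symbols, so the share of 13.8% over all symbols is close by construction. The remaining symbols were not counted apart. GABRA3 is among the symbols at a similar level, whereas ATP6AP1L and DRD1 are not. Between F_1_ and F_3_ females, 8 genes had an interaction among such symbols. The generation itself stays open and was not tested apart from the table.

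Lists of marker genes changed in groups for which the paper does not report them. In F_1_ females, the median log2 fold change was 0.53 for neurons (12 of 12 genes higher, camera FDR = 9.7e-07), -0.28 for astrocytes (12 of 14 lower, camera FDR = 0.000355), -0.47 for microglia (10 of 11 lower, camera FDR = 0.000120) and -1.58 for striatum (15 of 15 lower, camera FDR = 4.5e-06). In F_3_ females it was 0.48 for neurons (12 of 12 higher, camera FDR = 5.7e-13) and 0.47 for excitatory neurons (8 of 9 higher, camera FDR = 0.000217). In F_1_ males it was 0.91 for oligodendrocytes (16 of 16 higher, camera FDR = 2.6e-12). All of these held under fry, none with an estimated correlation. Other lists called by camera did not hold under fry. In F_1_, F_2_ and F_3_ females and F_1_ males, camera called 8, 6, 9 and 7 lists, and fry 6, 0, 3 and 3. The interaction between sex and sGC had medians of -0.49 for neurons, -1.80 for excitatory neurons, 1.60 for oligodendrocytes, 0.49 for astrocytes, 0.65 for microglia, 1.76 for striatum, -0.24 for extracellular ligand-gated ion channels and -0.58 for synaptic vesicle release. These also held under fry and not with an estimated correlation.

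With the real split counted among them, as many lists passed the threshold in 15 of the 35 splits in F_1_ females, 10 of the 35 in F_2_ females, 6 of the 35 in F_3_ females, 16 of the 100 drawn in F_1_ males and 34 of the 100 drawn for the interaction. The number of lists is therefore not beyond what grouping by chance gives. A candidate explanation is that cell content varied between punches. Striatal genes rose and fell together between animals of the same treatment, with a mean pairwise correlation of 0.818 in F_1_ and 0.888 in F_3_ females, and oligodendrocyte genes with 0.655 in F_1_ males and 0.530 in F_2_ females. None of 10000 random lists was as high (p = 1e-04 by permutation, the smallest these lists can give). Among striatal genes, PPP1R1B ranged from 252 to 1294 CPM in F_1_ female controls and from 79.6 to 281 CPM in sGC animals. Of the 17 striatal marker genes written down, 15 are in the tables, as are 16 of the 20 oligodendrocyte genes. For PPP1R1B, ADORA2A, DRD2, PENK, PDE10A and TAC1, the lowest F_1_ female control lay above the highest F_1_ male control. DRD2, for instance, was at 13.9 to 184 CPM in F_1_ female controls and 0.176 to 0.530 CPM in F_1_ male controls. No control had received sGC. This difference argues for striatal tissue in some F_1_ female punches, although the tables were counted separately. A change in cells of the striatal or oligodendrocyte type within the cortex otherwise stays open and was not tested.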

How the results depend on the processing

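No test in this part was chosen after its result was seen, apart from 1 alternative named as such.

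Of the named genes, none changed direction under any alternative. With the likelihood ratio test, 35 of 73 results for named genes passed an FDR of 0.05 that had not, and with DESeq2 29 of 73. The single fit of 8 conditions added 16 calls and removed 7 of 70, the replicate block added 5 and removed 9 of 73 and the added threshold of an unadjusted p under 0.001 removed 12 of 73. Without a filter 1 was added and 1 removed of 73, a CPM above 1 added 1 of 71, and RLE and upper-quartile normalization each added 1 of 73. The 4 named interactions had an FDR under 0.05 with the likelihood ratio test, DESeq2, RLE and upper-quartile normalization, no filter, a CPM above 1 and the replicate block, and in all 67 fits that left out 1 animal. The single fit and the added threshold were not run on them. With 1 animal left out, 118 of 626 results for named genes lost their call, 48 gained one and 0 changed direction.

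With that likelihood ratio test there were 534 genes in F_2_ and 616 in F_3_ females, 114 interactions between F_1_ and F_3_ females and 93 between F_2_ and F_3_ females, 30 genes in all 3 female generations, 419 in F_1_ females and F_1_ males and 9 in all 4 groups. DESeq2 gave 473, 624, 202, 126, 29, 508 and 7 for the same results. The cause was not tested. Upper-quartile normalization gave 70 genes in F_2_ females, 18 interactions between F_1_ and F_3_ females and 4 between F_2_ and F_3_ females, and RLE normalization 4 of the last. No filter on low counts gave 76 genes in F_2_ females. The cause was not tested for these either. Among symbols at a similar level in the tables compared, an alternative chosen after seeing the data, 0 genes had an interaction between F_2_ and F_3_ females, where 2 did among all symbols and 1278 had an unadjusted p under 0.05.

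A single fit of all 8 conditions, which share 1 dispersion estimate, gave 3327 genes in F_1_, 10 in F_2_ and 396 in F_3_ females, and 399 in both F_1_ females and F_1_ males. The cause was not tested. Requiring also an unadjusted p under 0.001, a stricter threshold by construction, left 648 genes in F_1_ females, 587 in F_1_ males, 1667 interactions between the sexes, 590 between F_1_ and F_2_ females and 49 genes in both sexes.

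Upper-quartile normalization changed the share of higher among differing genes from 55.7% to 42.5% in F_1_ females (803 higher, 1088 lower), from 54.8% to 64.3% in F_2_ females (45 higher, 25 lower) and from 54.5% to 72.2% for the interaction between F_1_ and F_3_ females (13 higher, 5 lower). For the interaction between F_1_ and F_2_ females it went from 49.1% to 58.6% (895 higher, 633 lower). For that between the sexes it went from 50.7% to 58.8% (2093 higher, 1464 lower). In F_3_ females and F_1_ males it moved less. No scaling moved the median log2 fold change by more than 0.04.

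Replicate numbers in the labels do not pair the animals. Deviations of same-numbered animals from their group means correlated across genes between -0.332 and 0.338 in F_1_ females, -0.291 and 0.123 in F_2_ females, -0.0848 and 0.121 in F_3_ females and -0.150 and 0.118 in F_1_ males, over 0.1 in 2 of 4, 1 of 4, 1 of 4 and 1 of 5 pairs. With the replicate block, 1080 genes differed in F_1_, 53 in F_2_ and 67 in F_3_ females, 0 interactions were found between F_1_ and F_3_ females and 9 between F_2_ and F_3_ females, and 158 genes differed in both sexes. Between F_1_ and F_3_ females, 1770 genes had an unadjusted p under 0.05 without the block.

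Leaving out 1 animal moved most counts, for a cause that was not tested beyond the smaller number of animals. The range was 613 (without control 3) to 2115 (without control 1) genes in F_1_ females, 0 (without control 2) to 487 (without sGC animal 2) in F_2_ females and 20 (without control 4) to 598 (without control 1) in F_3_ females, with 1789 genes at an unadjusted p under 0.05 in F_2_ females. In F_2_ females the count was 0 in 5 of the 8 fits, 245 without control 1 and 7 without sGC animal 4. In F_1_ males it was 667 (without sGC animal 4) to 1613 (without sGC animal 6), and 678 without control 4. Interactions ranged from 3007 to 3623 between the sexes, from 808 (without F_2_ control 3) to 1906 between F_1_ and F_2_ females, from 1 (without F_1_ control 3) to 97 (without F_1_ control 1) between F_1_ and F_3_ females, and from 0 (without F_2_ sGC animal 1) to 44 (without F_3_ control 1) between F_2_ and F_3_ females. Genes in all 3 female generations ranged from 0 to 6 (without F_2_ sGC animal 2), genes in both sexes from 100 (without F_1_ female control 3) to 388 (without F_1_ female control 1), and genes in all 4 groups from 0 to 1 (without F_2_ control 1).

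Correlations of log2 fold changes across genes ranged, with 1 animal left out, from -0.0815 (without F_1_ control 1) to 0.0764 (without F_1_ control 2) between F_1_ and F_2_ females, changing sign in 5 of 16 fits. They ranged from 0.447 to 0.575 between F_1_ and F_3_ females, from -0.382 to -0.210 between F_1_ females and males, from 0.297 to 0.431 between F_2_ and F_3_ females, from 0.379 to 0.564 between F_2_ females and F_1_ males and from 0.0996 to 0.262 between F_3_ females and F_1_ males. The cause was not tested.

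Of the gene lists, camera placed 8, 6, 9 and 7 under an FDR of 0.05 in F_1_, F_2_ and F_3_ females and F_1_ males, and 8 for the interaction between the sexes. Under fry the count was 0 in F_2_ females, 3 in F_3_ females and 3 in F_1_ males. With camera and an estimated correlation it was 0 in each of the 5 comparisons, where the preset correlation between genes is replaced by one estimated for each list. In F_3_ females it ranged from 5 (without control 2) to 10 with 1 animal left out. The cause was not tested. Immediate early genes changed direction in F_1_ males under fry (-0.0060) and RLE normalization (-0.0074), at a camera FDR of 0.986.

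With 1 animal left out, 45 of 991 list results changed direction, as the set test gives it, none of them with a call in either direction. The range of medians was -0.31 to 0.24 for upper cortical layers and -0.047 to 0.13 for GABA signalling in F_1_ females. In F_2_ females it was -0.032 to 0.037 for oligodendrocyte precursors, -0.083 to 0.10 for microglia, -0.53 to 0.18 for blood, -0.14 to 0.12 for striatum, -0.0027 to 0.056 for synaptic vesicle release and -0.087 to 0.0033 for glucocorticoid response. In F_3_ females it was -0.15 to -0.067 for GABA signalling, -0.022 to 0.057 for glucocorticoid response and -0.12 to 0.21 for immediate early genes. In F_1_ males it was -0.31 to 0.18 for meninges and fibroblasts, -0.12 to -0.028 for upper cortical layers, -0.036 to 0.033 for deep cortical layers and -0.15 to 0.077 for immediate early genes. For the interaction between the sexes it was -0.32 to -0.057 for inhibitory neurons, -0.28 to 0.0080 for choroid plexus and -0.42 to -0.068 for upper cortical layers. The cause was not tested.

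A correction for GC content or gene length was not run, since no such values were at hand for these gene models, and pseudocounts were not varied because the tables hold counts. The filter of CPM above 1 gave no value for GLRA3 and the blood list in F_1_ males. The depth of the data limits genes with few reads, such as APOB, with 2 to 32 reads per animal in F_3_ females.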

Differences from the paper's values

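In F_1_ females, 1864 genes differed here against the paper's 1148, and 1038 were higher in sGC animals against the paper's 442. Of the alternatives set before the data were examined, the replicate block closed the gap in the total, with 1080 genes, and in the higher genes, with 619. Requiring also an unadjusted p under 0.001 closed that in the higher genes, with 428, but left 648 in all and 220 lower against the paper's 706. The others did not, among them the likelihood ratio test, with 2100 and 1070 genes, and DESeq2, with 2423 and 1422. In the authors' deposited columns, 1148 genes had an FDR under 0.05, and 695 of these also had an unadjusted p under 0.001. The paper's count thus did not use that added threshold. Of the 8 fits that left out 1 animal, 6 came within 1.5 times the paper's total (from 828 to 1608 genes) and 4 within that of the paper's higher genes (from 402 to 643).

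In F_2_ females, 31 genes differed, 17 higher and 14 lower, against the paper's 432, 255 and 177. In the likelihood ratio test 534, 315 and 219 genes passed and in DESeq2 473, 269 and 204, which closed the gap, as did the fit without sGC animal 2, with 487, 290 and 197. None of the other alternatives set before the data were examined did.

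In F_3_ females, 153 genes differed, 122 higher and 31 lower, against the paper's 438, 258 and 180. For the total, the likelihood ratio test (616 genes), DESeq2 (624) and the single fit of 8 conditions (396) closed the gap. For the higher genes only the single fit of 8 conditions did among the alternatives set before the data were examined, with 318, and for the lower genes the likelihood ratio test, with 217, and DESeq2, with 193. The fit without control 1 closed all 3, with 598, 352 and 246.

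In all 3 female generations, 0 genes had an FDR under 0.05 and 215 an unadjusted p under 0.05, against the paper's 22 genes. The likelihood ratio test gave 30 and DESeq2 29, which closed the gap, and no fit that left out 1 animal did. Of genes lower in both F_1_ females and F_1_ males, 7 were found against the paper's 22. There were 19 with the likelihood ratio test, 16 with DESeq2, and the fit without F_1_ male sGC animal 6 gave 18, whereas the other fits that left out 1 animal did not close the gap and the fit without F_1_ female control 4 gave 0, with 71 at an unadjusted p under 0.05. In all 4 groups, 0 genes were found, with 79 at an unadjusted p under 0.05, against the paper's 10. The likelihood ratio test gave 9, of which 7 are in Table 1, and DESeq2 7, and no fit that left out 1 animal closed this gap. No other alternative set before the data were examined closed these 3 gaps.

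Some genes that the paper calls changed had an FDR above 0.05 in edgeR's quasi-likelihood test. These were GABRA2 (0.0968) and GABRA3 (0.0811) in F_2_ females, GABRA3 (0.0526), GAD2 (0.0565) and GRIN2A (0.0665) in F_3_ females and DRD1 (0.0596) in F_1_ females. Each of them was under 0.05 in the likelihood ratio test. Of the 8 fits for each gene that left out 1 animal, only these brought it under 0.05: those for GABRA2 (without F_2_ control 1 or sGC animal 2), GRIN2A (without F_3_ control 3), GABRA3 in F_3_ females (without control 1 or sGC animal 4), GAD2 (without F_3_ control 1) and DRD1 (without F_1_ control 2). None did for GABRA3 in F_2_ females.

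The paper lists the 10 genes of Table 1 as changed in all 4 groups. Here 7 of them had an FDR under 0.05 in F_1_ females, 0 in F_2_ females, 2 in F_3_ females and 4 in F_1_ males. The likelihood ratio test placed the others under 0.05 too, except GLRA3 in F_1_ females (0.0556, with 0.0556 to 0.165 over the alternatives) and F_2_ females (0.116, with 0.116 to 0.294) and C9orf116 (0.0649, with 0.0649 to 0.193) and GPR52 (0.0649, with 0.0598 to 0.122) in F_1_ males. GLRA3 in F_1_ females and C9orf116 in F_1_ males passed the quasi-likelihood test in 1 fit that left out 1 animal.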

Other observations

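The tests in this part were chosen only after the results they concern had been seen, apart from the counts of splits, and what each test would show under each explanation was in all cases written down after the results were known.

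In F_1_ females, 1 of the 35 splits of the 8 animals, the real one, gave as many differing genes as found with the quasi-likelihood and likewise 1 of the 35 with the likelihood ratio test. In F_3_ females it was 1 of the 35 with either test. In F_1_ males, 2 of the 100 splits drawn reached the real number with either test, the other giving 1311 and 1613 genes. That split exchanged 5 of the 6 sGC animals with the 5 controls. It is therefore the real grouping with 1 sGC animal placed among the controls. In F_2_ females, 2 of the 35 splits reached the real number with either test. The other exchanged control 1 and sGC animal 2 and gave 463 genes in the quasi-likelihood and 1007 in the likelihood ratio test. With both animals left out, 780 genes differed. Whether the labels of these 2 animals were exchanged cannot be told apart from 2 animals that happened to resemble the other group, since the tables hold no independent mark of treatment.

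No gene was shared by all 3 female generations or all 4 groups in any of the 100 splits drawn with the quasi-likelihood test, so that 100 of the 100 splits equalled the real number of 0, where 215 and 79 genes had an unadjusted p under 0.05. The overlap of F_1_ females and F_1_ males was reached by 1 of the 100 splits. None of these counts tests an overlap, since no other split of F_1_ females gave any differing gene with this test. With the likelihood ratio test, 1 of the 100 splits, the real one, reached each of the 3 overlaps, which likewise follow the number of genes that differ in each group.

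Across genes, which are not independent replicates, log2 fold changes correlated with r = -0.0237 between F_1_ and F_2_ females, an absolute size reached in 86 of the 100 splits drawn. The value was 0.511 between F_1_ and F_3_ females (2 of the 100 splits), -0.328 between F_1_ females and F_1_ males (5 of the 100), 0.381 between F_2_ and F_3_ females (6 of the 100), 0.510 between F_2_ females and F_1_ males (2 of the 100) and 0.198 between F_3_ females and F_1_ males (25 of the 100). F_2_ females thus moved with F_1_ males rather than with F_1_ females. This was noticed in the results and is a hypothesis for other animals. Of the genes passing in both F_2_ females and F_1_ males, 13 of 13 changed in the same direction, against 2.86 expected.

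The oligodendrocyte list, of which no gene is in another list and 16 of 20 were tested in F_1_ males, rose in both of these groups, with medians of 1.00 in F_2_ females (camera FDR = 4.5e-10, fry FDR = 0.0983) and 0.91 in F_1_ males. Oligodendrocyte content varying between punches is a candidate explanation. Changes predicted from slopes on this list within treatments correlated across genes with the observed ones by r = 0.499 in F_1_ males and 0.527 in F_2_ females, and those predicted from the upper cortical layers list by 0.507 in F_3_ females. After adjustment over the lists, none of these stood out from random lists (FDR = 0.250, 0.253 and 0.180 by permutation), so content and response cannot be told apart here. For striatal tissue in F_1_ females, the r was -0.0050, as high in 599 of 1000 random lists, so these slopes predict nothing there and striatal content cannot be told apart from a response either.

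The mean of the 10 genes of Table 1, centred on each treatment and group, correlated over 35 animals with that of the upper cortical layers list (r = 0.772, permutation p = 1e-05, the smallest these permutations can give, adjusted p = 3.0e-05; rho = 0.823, permutation p = 1e-05; r = 0.790 without the 2 animals farthest from the median). It was 0.736 in 24 females and 0.855 in 11 males. With the oligodendrocyte list, r was -0.768 (permutation p = 4.0e-05, adjusted p = 6.0e-05), rho was -0.715 (permutation p = 0.000110) and r without 2 animals was -0.697, with r = -0.781 in females and -0.794 in males. With the striatum list, r was 0.50 (permutation p = 0.0126), rho was 0.373 (permutation p = 0.0518) and r without 2 animals was 0.41, with r = 0.639 in females and -0.121 in males. These 3 relations were the ones examined. A candidate explanation is that the layers sampled varied between punches. With slopes on the upper-layer and oligodendrocyte lists taken out, the change of the 10 genes went from -0.99 to -1.20 (SE 0.28) in F_1_ females. In F_3_ females it went from -1.19 to -0.77 (SE 0.22). These remainders argue against upper-layer and oligodendrocyte content as the whole cause in those groups. Slopes on the striatum list were not taken out, and the 10 genes were chosen on these animals, so striatal content stays open there. The change went from -0.94 to -0.15 (SE 0.24) in F_2_ females and from -0.81 to -0.28 (SE 0.25) in F_1_ males. Content and response cannot be told apart in these 2 groups, since the adjusted change is smaller than 2 of its standard errors. An effect of sGC on the genes themselves stays open in all groups.

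Part of the deposited labels names the paraventricular nucleus, whereas the paper describes the mPFC. The ratio of SLC17A7, abundant in cortex, to SLC17A6, abundant in the hypothalamus, was at least 5.38 in all 35 libraries, which argues against hypothalamic tissue in place of cortex. The lowest ratio was in F_1_ females, and it was at least 22.9 in the other groups. SLC17A7 ranged from 178 to 3478 CPM in F_1_ females. It ranged from 1251 to 1461 CPM in F_2_ females, 483 to 1163 in F_3_ females and 1346 to 1610 in F_1_ males. The cause of this spread was not tested.

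Some symbols were at another level in 1 table than in the other 3, by a factor of 8 or more, for 57 symbols. Of 49 found in the reference, 24.5% had a neighbouring gene absent from that table, against 5.67% of the other symbols (odds ratio 5.39, Fisher's exact test across genes, p = 1.5e-05). This suggests that reads of a neighbour may have been counted on the symbol in that table. Within a table both treatments were counted alike, so sGC contrasts of other symbols are unaffected by this.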
